# PRL-3, a Metastasis Associated Tyrosine Phosphatase, Is Involved in FLT3-ITD Signaling and Implicated in Anti-AML Therapy

**DOI:** 10.1371/journal.pone.0019798

**Published:** 2011-05-12

**Authors:** Jianbiao Zhou, Chonglei Bi, Wee-Joo Chng, Lip-Lee Cheong, Shaw-Cheng Liu, Sylvia Mahara, Kian-Ghee Tay, Qi Zeng, Jie Li, Ke Guo, Cheng Peow Bobby Tan, Hanry Yu, Daniel H. Albert, Chien-Shing Chen

## Abstract

Combination with other small molecule drugs represents a promising strategy to improve therapeutic efficacy of FLT3 inhibitors in the clinic. We demonstrated that combining ABT-869, a FLT3 inhibitor, with SAHA, a HDAC inhibitor, led to synergistic killing of the AML cells with FLT3 mutations and suppression of colony formation. We identified a core gene signature that is uniquely induced by the combination treatment in 2 different leukemia cell lines. Among these, we showed that downregulation of PTP4A3 (PRL-3) played a role in this synergism. PRL-3 is downstream of FLT3 signaling and ectopic expression of PRL-3 conferred therapeutic resistance through upregulation of STAT (signal transducers and activators of transcription) pathway activity and anti-apoptotic Mcl-1 protein. PRL-3 interacts with HDAC4 and SAHA downregulates PRL-3 via a proteasome dependent pathway. In addition, PRL-3 protein was identified in 47% of AML cases, but was absent in myeloid cells in normal bone marrows. Our results suggest such combination therapies may significantly improve the therapeutic efficacy of FLT3 inhibitors. PRL-3 plays a potential pathological role in AML and it might be a useful therapeutic target in AML, and warrant clinical investigation.

## Introduction

Internal tandem duplication of fms-like tyrosine kinase 3 (FLT3-ITD) mutation occurs in about 25% of AML patients and is associated with poor prognosis [1], [2], [3]. In contrast to their impressive potency in cell culture system, current FLT3 inhibitors as single agent predominantly induce transient reduction of peripheral, but not bone marrow blasts in clinical trials [4]. Combination with other small molecule drugs represents a promising strategy to improve therapeutic efficacy of FLT3 inhibitors in clinic.

Histone acetylation and deacetylation, controlled by the balance of histone acetyltransferase (HAT) and histone deacetylase (HDAC), play a key role in regulating gene expression by changing chromatin structure. Small molecule HDAC inhibitors (HDACi) have proven to be a promising new class of anticancer drugs against hematological malignancies [5], as well as solid tumors [6]. Suberoylanilide hydroxamic acid (SAHA, Vorinostat®) is the first HDACi that obtained US FDA approval for the treatment of relapsed or refractory cutaneous T-cell lymphoma (CTCL).

SAHA has also been examined in a combinatory fashion with other classes of anticancer agents in acute leukemias. Combination of SAHA with cyclin-dependent kinase (CDK) inhibitor flavopiridol results in marked apoptosis through the downregulation of short-lived pro-survival proteins XIAP and Mcl-1 in AML cells [7]. Co-exposure of 17-allylamino- 17-demethoxygeldanamycin (17-AAG), a HSP90 antagonist, with SAHA induces profound mitochondrial damage and apoptosis through the inactivation of ERK activity and a block in p21^WAF1^ induction in leukemia cells [8]. Furthermore, inactivation of Akt and activation of c-Jun N-terminal kinase (JNK) has been identified as the mechanism of synergistic antileukemic effect between 2-medroxyestradiol (2-ME) and SAHA [9]. Specifically, HDAC inhibitors have been reported to synergistically interact with PKC412, a FLT3 inhibitor. LAQ824, a cinnamyl hydroxamate HDAC inhibitor, downregulates FLT3 receptor activity (p-FLT3) through disruption of chaperone protein HSP90, which stabilizes mutant FLT3 receptor [10], [11]. These data suggest that combination of HDAC inhibitors with different types of antitumor therapies might engage distinct molecules and signaling transduction pathways.

ABT-869, a multiple receptor tyrosine kinase inhibitor, inhibits FLT3 phosphorylation and signaling and is now in active clinical cancer therapeutic development [12]. In this study, we showed that combination of ABT-869 and SAHA has synergistic anti-leukemic activity. This study identified that PRL-3, a metastasis-associated gene, was a downstream target of FLT3-ITD signaling and played a role in the synergism. In addition, PRL-3 itself could be a new therapeutic target in AML.

## Results

### Synergistic cytotoxicity of combination of ABT-869 and SAHA in leukemia

MV4-11 cells (M5) expressed exclusively the mutated allele of FLT3-ITD. MOLM-14 cells (M5) bear one allele of FLT3-ITD and the other allele of wild-type FLT3. We first determined the effect of HDACi on MV4-11 and MOLM-14 cells. Leukemia cell lines were treated with SAHA at increasing concentrations of 1 to 10 µM for 48 hours. MTS assays were used to determine the inhibition of cell proliferation. The ED_50_ of SAHA on MV4-11 and MOLM-14 was 4 µM and 5 µM respectively as determined by CALCUSYN software. Subsequently, we set about determining whether concurrent exposure of MV4-11 and MOLM-14 cells to ABT-869 and SAHA would result in enhanced cytotoxicity. As shown in Fig. 1A and 1B, the CI values at ED_50_, ED_75_ and ED_90_ ranged from 0.6 to 0.87, indicating synergistic effect.

**Figure 1:**
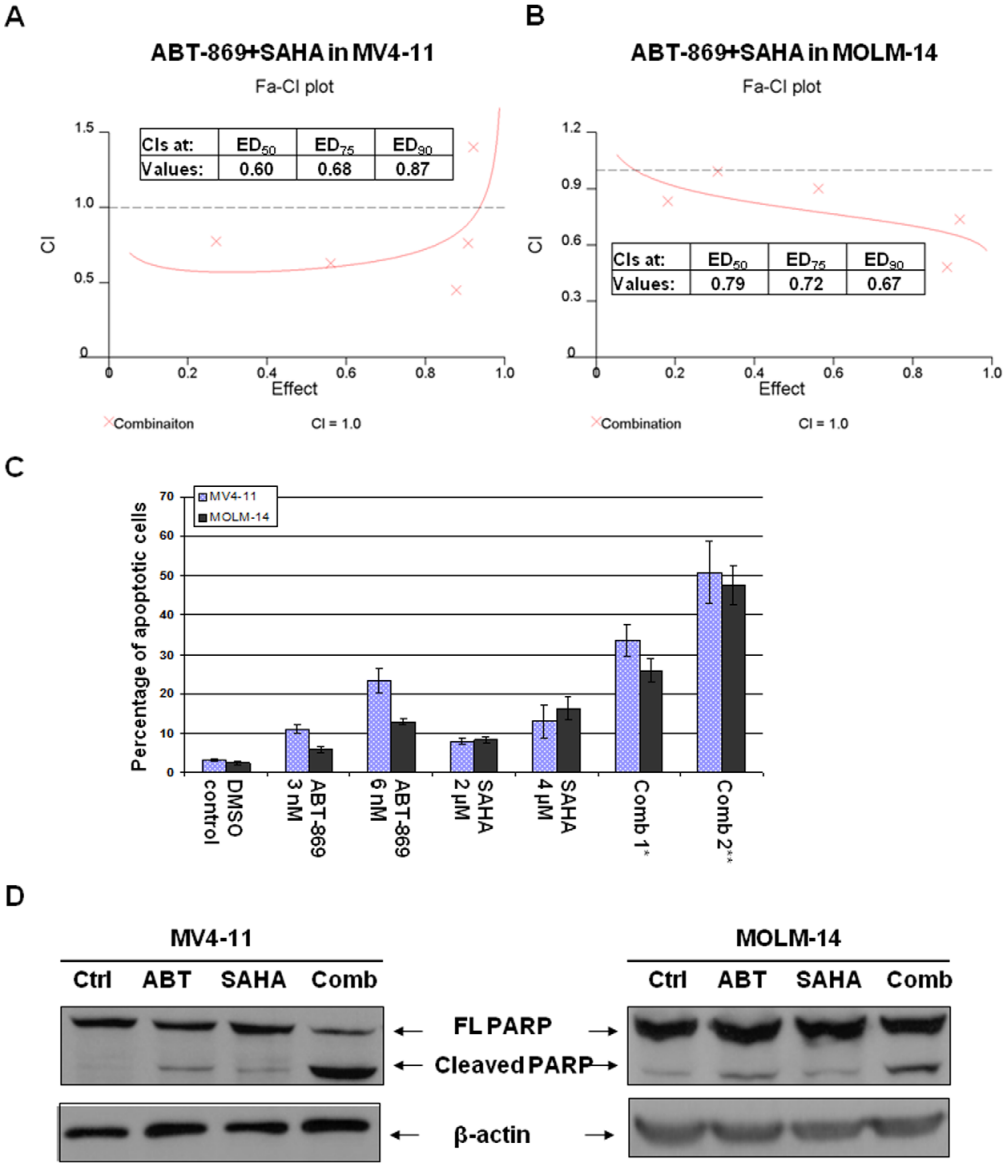
Antileukemic effect of the combination of ABT-869 with SAHA on leukemia cell lines with FLT3-ITD mutations. Combination indices (CIs) quantitatively describe the interactions between ABT-869 and SAHA in MV4-11 cells (A), MOLM-14 cells (B). The X-axis shows inhibitory effect by the combination of two drugs and Y-axis shows the CI values. ED stands for effective dosage. The CI values at ED_50_, ED_75_ and ED_90_ values of two drugs were inserted into the figures. These results were generated by CalcuSyn software. (C) Percentage of apoptosis induced by ABT-869 alone, SAHA alone, and combination treatment for 48 hours. The experiments were in triplicate. Comb 1*: Combination of ABT-869 3 nM and SAHA 2 µM, p<0.001 as compared to either single drug treatment. Comb 2**: ABT-869 6 nM+SAHA 4 µM, p<0.001 as compared to either single drug treatment. (D) Western blot analysis of cleaved PARP in MV4-11 and MOLM-14 cells. β-actin was used as loading control. Cells were treated with either control, ABT-869 3 nM for MV4-11 and 6 nM for MOLM-14, SAHA 4 µM or combination therapy for 48 hours, and then followed by lysis and Western blot analysis.

To determine whether the combination therapy synergistically induce apoptosis, the Annexin-V/PI double staining was used to assess MV4-11 and MOLM-14 cells treated with ABT-869 and SAHA. Although exposure of MV4-11 and MOLM-14 cells to either ABT-869 or SAHA alone at indicated doses did not induce significant Annexin-V positive cells, the combination therapy demonstrated a marked increase in apoptosis in both cell lines (p<0.001, Fig. 1C). Importantly, individual drug exposure led to a modest expression of cleaved PARP, a hallmark of apoptosis. In contrast, co-treatment with ABT-869 and SAHA resulted in a remarked increase in cleaved PARP expression, indicating superior lethality (Fig. 1D).

These data therefore confirmed that combination of ABT-869 and SAHA resulted in significantly synergistic anti-leukemia effect in MV4-11 and MOLM-14 cells.

### ABT-869 and SAHA function synergistically to inhibit colony forming of AML cell lines and induce apoptosis in primary AML cells

Next, we investigated the cytotoxic effect of the combination treatment of ABT-869 and SAHA on clonogenic activity of MV4-11 and MOLM-14 cells. As shown in Fig. 2A and 2B, ABT-869 and SAHA alone moderately reduced the clonogenic activity of MV4-11 and MOLM-14. However, cotreatment with ABT-869 and SAHA not only significantly increased the loss of clonogenic survival of MV4-11 and MOLM-14 cells (p<0.01), but also decreased the size of the colonies in general, as compared to treatment with either of the drugs alone.

**Figure 2:**
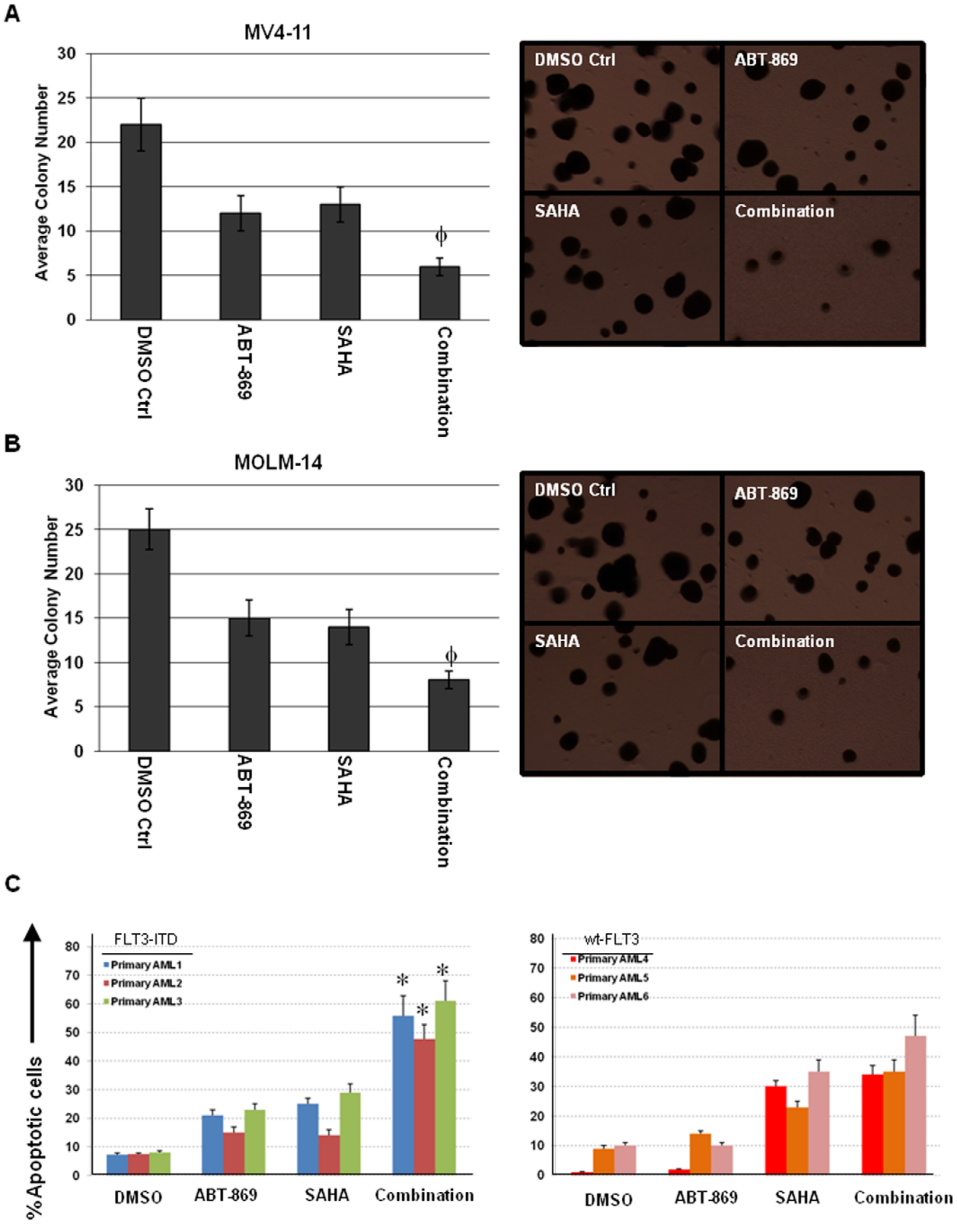
Combination treatment enhances loss of clonogenic survival and apoptosis of AML cells. (A) MV4-11 cells were treated with DMSO control, ABT-869 3 nM, SAHA 2 µM for 48 hours. (B) MOLM-14 cells were treated with DMSO control, ABT-869 6 nM, SAHA 2 µM for 48 hours. In both (A) and (B), cells were washed and plated in HSC-CFU media for 7 days. Representative pictures were presented in the right panel. The colony number was expressed as mean ± SD of average of 5 random 40 times fields. ^φ^p<0.01 as compared to single drug treatment. (C) Primary AML cells with FLT3-ITD mutation (left panel) or wt-FLT3 (right panel) were incubated with DMSO, ABT-869 20 nM, SAHA 4 µM and combination for 48 hours, followed by FACS analysis of apoptosis. The bar graphs show percentage of apoptotic cells. The experiments were duplicated. *p<0.001 as compared to single drug treatment in all the three primary AML patient samples with FLT3-ITD mutation.

We further validated the findings by studying primary human leukemia. Primary cells from 3 patients with FLT3-ITD and 3 patients with wild type (wt) FLT3 were incubated with either DMSO, ABT-869 20 nM, SAHA 4 µM and in combination for 48 hours, followed by FACS analysis of Annexin V/PI double staining. Enhanced induction of apoptosis by combination treatment was observed in all the 3 primary AML samples with FLT3-ITD (all p values<0.001, Fig. 2C, left panel). However, the same combination treatment did not induced greater cell death as compared to SAHA alone in patients with wt-FLT3, while ABT-869 had little effect as expected (Fig. 2C, right panel).

### Identifying core gene signature crucial for the synergism between ABT-869 and SAHA

To elucidate the molecular mechanism of the synergistic lethality between ABT-869 and SAHA, we compared the gene expression profiles of MV4-11 and MOLM-14 cells treated with DMSO control, ABT-869, SAHA and combination therapy using the Affymetrix microarray platform. 

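The expression data cover 24 cultures, 3 for each of 4 treatments in each of 2 cell lines. MV4-11 and MOLM-14 are acute myeloid leukemia lines with FLT3-ITD, and according to the paper MOLM-14 also keeps a wild-type allele. ABT-869 inhibits FLT3 and other receptor tyrosine kinases, and SAHA inhibits histone deacetylases. The methods give 3 nM for ABT-869, 6 µM for SAHA and 24 hours, and the doses within the combination are not restated there. The paper states that the triplicates were biological. RNA of each culture was hybridized to 1 Affymetrix U133 Plus 2.0 array. The values used were the authors' linear signals, 1 per probe set, already corrected for background, summarised and scaled, with a 2% trimmed mean of 500.1 on every array. The software behind them is not given in the sources used here. The median signal lay between 78.5 and 99.4 on the MV4-11 arrays and between 61.2 and 80.6 on the MOLM-14 arrays. The ratio of the 3' to the 5' probe sets of GAPDH, a measure of RNA integrity, was between 0.923 and 1.06. The same ratio for ACTB was between 1.061 and 1.375, with the highest value on MV4-11 combination replicate 3. The log2 signals of arrays of one group correlated at 0.915 to 0.934, and those of different lines at 0.902 to 0.926. Deviations from the group mean were over 0.3 (SD, log2 scale) for MV4-11 ABT-869 replicate 2 and MV4-11 combination replicates 2 and 3. They were also over 0.3 for MOLM-14 DMSO replicate 3 and MOLM-14 combination replicate 1. Where 4 arrays that stood apart were left out below, MV4-11 combination replicate 2 (0.306) was kept. Of 54675 probe sets, 62 controls were left out. Of the remaining 54613, 41091 name 1 gene, 1801 name several and 11721 are unnamed here. Signals under 1 (0.209% of the values) were raised to 1, and log2 signals were compared with limma, with 1 fit per line over its 12 arrays and Benjamini-Hochberg adjustment over the 54613 probe sets. A probe set was counted as changed between groups at an adjusted p under 0.05 and at least a 2-fold change, and a member of a gene list at an adjusted p under 0.05. Gene lists were tested with camera at a preset correlation of 0.01 between genes and again with an estimated correlation. The comparisons, the gene lists, the rule for the genes named and all but 2 of the alternative settings were fixed before the data were examined, with the values of Table 1 already seen. The number of arrays limits the precision, and an exact permutation test of 3 arrays against 3 cannot give a p under 0.1.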

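ABT-869 lowered PIM1 in both lines, and more probe sets passed in MV4-11 than in MOLM-14. PIM1, a survival kinase gene that STAT5 activates, fell in MV4-11 from a signal of 2811 ± 94.5 with DMSO to 546.6 ± 52.1 (SD, n = 3 each), a log2 change of −2.37 (standard error 0.146, adjusted p = 0.000939 from limma). In MOLM-14 it fell from 1880 ± 389 to 642.7 ± 33.8, a log2 change of −1.53 (standard error 0.164, adjusted p = 0.0366). In MV4-11, genes of the amino acid response and the antiviral genes IFIT1, IFIT2 and IFIT3 fell, and some genes of monocytes rose. TRIB3 and ATF5, which the transcription factor ATF4 induces when amino acids are short, changed by −2.52 and −2.41 on the log2 scale (adjusted p = 0.000811 and 0.00259). IFIT2, IFIT3 and IFIT1 changed by −3.23, −2.74 and −2.45, and RGS1, a regulator of G protein signalling, by −3.06. Of 32 interferon-induced genes, these 3 fell and IFI16 rose (0.76, adjusted p = 0.0446), with 1 higher and 6 lower when adjusted over the list alone (adjusted p = 0.00949 from camera, and adjusted p = 0.232 with an estimated correlation). MPEG1, which encodes a pore-forming protein of macrophages, rose from 59.63 ± 26.6 to 405 ± 27.8 (log2 change 2.85, standard error 0.268, adjusted p = 0.00308). S100A8, a calcium-binding protein of myeloid cells, rose from 261 ± 46.8 to 1154 ± 325 (log2 change 2.12, adjusted p = 0.00532), and MS4A4A by 2.32. Genes with the largest changes were named only if all 3 treated arrays lay on the same side of all 3 DMSO arrays. That separation therefore adds no evidence. Of 27 measured genes of the ATF4 and amino acid response, 16 fell in MV4-11 and 11 did not pass the test (25 lower when adjusted over the list alone), with a median log2 change of −0.90 (adjusted p = 2.71e-34 from camera, and adjusted p = 0.00152 with an estimated correlation). Of 18 STAT5 targets, 4 fell, among them CISH, a suppressor of cytokine signalling, at −1.77 (6 lower when adjusted over the list alone, adjusted p = 3.28e-05 from camera, and adjusted p = 0.0544 with an estimated correlation). Of 22 genes of monocyte and macrophage differentiation, 4 rose and 1 fell, with S100A9 at 1.16 and CEBPB at −1.61 (8 higher and 1 lower when adjusted over the list alone, adjusted p = 0.00469 from camera, and adjusted p = 0.0544 with an estimated correlation). In MOLM-14, 9 probe sets passed. The genes among them that met the rule for naming, each at 1 probe set, were PIM1, GSDMB and EGR1. EGR1 is an immediate early gene of the ERK pathway (−1.33, adjusted p = 0.0365). The signal of GSDMB fell from 139.2 ± 18.3 to 12.87 ± 2.84, a level too dim for an exact change. With signals under 32 raised to 32, the log2 change of GSDMB was −2.11 (adjusted p = 0.0176). In MOLM-14 none of the 27 ATF4 genes passed limma over all probe sets, with 7 lower at an unadjusted p under 0.05 (6 lower when adjusted over the list alone, adjusted p = 2.06e-07 from camera, and adjusted p = 0.0658 with an estimated correlation). No member of the cholesterol biosynthesis list passed limma over all probe sets in MOLM-14, where 13 of 19 had an unadjusted p under 0.05 and a lower level (13 lower when adjusted over the list alone), with a median of −0.45 (adjusted p = 8.82e-17 from camera, and adjusted p = 0.0281 with an estimated correlation). In MV4-11, 2 of the 19 fell, MSMO1 (−1.10) and STARD4 (−0.88) (7 lower when adjusted over the list alone, adjusted p = 2.98e-06 from camera, and adjusted p = 0.145 with an estimated correlation). The test of the difference between the lines passed for the ATF4 list (median 0.62 higher in MOLM-14, adjusted p = 6.45e-05 with an estimated correlation) and not for the cholesterol list (adjusted p = 0.599). Over all probe sets, 102 rose and 146 fell in MV4-11 (7298 with an unadjusted p under 0.05), and 1 rose and 8 fell in MOLM-14 (3970 with an unadjusted p under 0.05). The total of 248 in MV4-11 became 146, 102 or 150 without DMSO replicate 1, 2 or 3, and 138 or fewer without ABT-869 replicate 1 or 3. The total of 9 in MOLM-14 became 0 without DMSO replicate 1, 4 without DMSO replicate 2, ABT-869 replicate 2 or SAHA replicate 2, 3 without SAHA replicate 1, 2 without combination replicate 1 and 15 without combination replicate 2.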

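SAHA raised MNDA, a nuclear antigen of maturing myeloid cells, and ADAM28, a membrane metalloprotease gene, in both lines. MNDA rose in MV4-11 from 207.5 ± 13.7 to 1996 ± 107 (SD, n = 3 each), a log2 change of 3.27 (standard error 0.135, adjusted p = 5.49e-05 from limma), and in MOLM-14 by 1.97 (adjusted p = 0.00389). ADAM28 had DMSO signals too dim for an exact change, 10.4 ± 0.985 in MV4-11 and 34.6 ± 33.1 in MOLM-14, and rose to 244.1 ± 41.6 and 326.6 ± 48.3. With signals under 32 raised to 32, the log2 changes of ADAM28 were 2.92 and 2.95 (adjusted p = 0.00205 and 0.0013). Amino acid response genes fell in MV4-11. DNA replication genes fell in MOLM-14, where the list did not pass with an estimated correlation (adjusted p = 0.229 from camera). SLC7A5, a transporter of large amino acids, fell in MV4-11 from 7403 ± 446 to 1669 ± 76.1 (log2 change −2.15, standard error 0.161, adjusted p = 0.000584), and CHAC1, which degrades glutathione, changed by −2.33. In MOLM-14, MPO, the peroxidase of myeloid granules, fell from 2336 ± 328 to 376.4 ± 189 (log2 change −2.74, standard error 0.379, adjusted p = 0.00836). TERT, the catalytic subunit of telomerase, changed there by −2.31 (standard error 0.296, adjusted p = 0.00661). S100A8 rose in MV4-11 (2.31, adjusted p = 0.00224) and fell in MOLM-14 (−1.24, adjusted p = 0.0205). Of the 27 ATF4 and amino acid response genes, 18 fell in MV4-11 (26 lower when adjusted over the list alone, median −0.99, adjusted p = 1.73e-27 from camera, and adjusted p = 0.00335 with an estimated correlation). In MOLM-14, 2 of them rose, among them WARS1 (0.67), and 3 fell, among them PSAT1 (−0.63), with 4 higher and 9 lower when adjusted over the list alone (adjusted p = 0.173 from camera). Of 45 DNA replication genes, 31 fell in MOLM-14, with MCM10 and the polymerase subunit gene POLE each at −1.58 (1 higher and 35 lower when adjusted over the list alone, median −0.89, adjusted p = 3.24e-19 from camera, and adjusted p = 0.229 with an estimated correlation). In MV4-11, 3 of the 45 fell and 1 rose (1 higher and 5 lower when adjusted over the list alone, adjusted p = 0.0468 from camera, and adjusted p = 0.614 with an estimated correlation). Of 30 mitosis genes, 6 fell in MV4-11, with the spindle gene HMMR at −1.32 (22 lower when adjusted over the list alone, adjusted p = 1.28e-13 from camera, and adjusted p = 0.0482 with an estimated correlation), and 10 fell in MOLM-14 (18 lower when adjusted over the list alone, adjusted p = 5.69e-11 from camera, and adjusted p = 0.229 with an estimated correlation). Of 22 monocyte and macrophage genes, 8 rose and 1 fell in MV4-11 (11 higher and 1 lower when adjusted over the list alone, adjusted p = 0.000338 from camera, and adjusted p = 0.0232 with an estimated correlation), and 5 rose and 2 fell in MOLM-14 (7 higher and 3 lower when adjusted over the list alone, adjusted p = 0.0516 from camera). Of 14 genes of the HDAC inhibitor response, 5 rose in MOLM-14, with the histone genes H2AC6 and H2BC5 at 1.56 and 1.45 (7 higher and 1 lower when adjusted over the list alone, adjusted p = 0.00619 from camera, and adjusted p = 0.288 with an estimated correlation). In MV4-11, H2AC6 (1.46) and H2BC5 (1.14) rose and the metallothionein gene MT1X fell (−1.53), with 3 higher and 2 lower when adjusted over the list alone (adjusted p = 0.555 from camera). The lines differed in the response of the DNA replication list (median 0.69 lower in MOLM-14, adjusted p = 0.0261 with an estimated correlation) and of the ATF4 list (median 0.90 higher in MOLM-14, adjusted p = 1.83e-05 with an estimated correlation). Over all probe sets, 323 rose and 230 fell in MV4-11, and 463 rose and 494 fell in MOLM-14, where the median of all log2 changes was −0.14 and falls no longer outnumbered rises under quantile normalization (513 and 278) or with centred arrays (1135 and 267). The total of 553 in MV4-11 became 359 or 322 without DMSO replicate 1 or 2, and 324 or 305 without SAHA replicate 1 or 2. The total of 957 in MOLM-14 became 547 or 394 without DMSO replicate 1 or 2, and 476 or 454 without SAHA replicate 2 or 3.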

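With both drugs together, mitosis, cholesterol biosynthesis and amino acid response genes fell in MV4-11. DNA replication genes fell most widely in MOLM-14, where the list did not pass with an estimated correlation (adjusted p = 0.0623 from camera). CHAC1 fell in MV4-11 from a signal of 868.5 ± 44.7 with DMSO to 27.07 ± 14.4 (SD, n = 3 each), a level too dim for an exact change. With signals under 32 raised to 32, the log2 change of CHAC1 was −4.64 (adjusted p = 1.24e-07 from limma). MCM4, a subunit of the replicative helicase, fell in MOLM-14 from 3194 ± 480 to 481.6 ± 51.5, a log2 change of −2.72 (standard error 0.217, adjusted p = 0.00201). CDC25A, the phosphatase that activates cyclin-dependent kinases, fell there from 315.8 ± 120 to 29.87 ± 17.7. With signals under 32 raised to 32, the log2 change of CDC25A was −3.01 (adjusted p = 0.0016). Of the 30 mitosis genes, all 30 fell in MV4-11, with HMMR at −2.44 and UBE2C, the ubiquitin-conjugating enzyme of the anaphase-promoting complex, at −1.96 (30 lower when adjusted over the list alone, median −1.39, adjusted p = 2e-30 from camera, and adjusted p = 0.00598 with an estimated correlation). In MOLM-14, 10 of them fell, with the kinetochore gene NUF2 at −0.84 (18 lower when adjusted over the list alone, median −0.39, adjusted p = 2.85e-12 from camera, and adjusted p = 0.174 with an estimated correlation). The difference between the lines passed for this list (median 1.02 higher in MOLM-14, adjusted p = 0.00863 with an estimated correlation). Of the 45 DNA replication genes, 35 fell in MOLM-14, with the helicase subunit CDC45 and the helicase loader CDC6 at −2.43 and −2.26 (1 higher and 41 lower when adjusted over the list alone, median −1.14, adjusted p = 1.94e-30 from camera, and adjusted p = 0.0623 with an estimated correlation). In MV4-11, 12 of them fell, among them PRIM1 (−1.18), and 2 rose, ORC5 (0.51) and RPA1 (0.46), with 4 higher and 18 lower when adjusted over the list alone (adjusted p = 7.76e-06 from camera, and adjusted p = 0.104 with an estimated correlation). The lines differed here too (median 0.84 lower in MOLM-14, adjusted p = 0.0392 with an estimated correlation). Of 19 measured genes of cholesterol biosynthesis, 13 fell in MV4-11, with MSMO1 at −2.12 (15 lower when adjusted over the list alone, median −0.98, adjusted p = 2.33e-12 from camera, and adjusted p = 0.031 with an estimated correlation). In MOLM-14, 10 of the 19 fell (15 lower when adjusted over the list alone, median −0.50, adjusted p = 7.73e-11 from camera, and adjusted p = 0.0601 with an estimated correlation). The difference between the lines did not pass for cholesterol biosynthesis (adjusted p = 0.135 from camera with an estimated correlation). Of the 18 STAT5 targets, 6 fell in MV4-11, with SOCS1 at −1.77 (10 lower when adjusted over the list alone, median −0.69, adjusted p = 1.8e-05 from camera, and adjusted p = 0.031 with an estimated correlation). In MOLM-14, PIM1 rose (0.70) and CISH fell (−0.75), and the list did not pass (adjusted p = 0.738 from camera, 1 higher and 1 lower when adjusted over the list alone). Of the 27 ATF4 and amino acid response genes, 23 fell in MV4-11 (26 lower when adjusted over the list alone, median −1.23, adjusted p = 9.6e-25 from camera, and adjusted p = 0.00504 with an estimated correlation). In MOLM-14, 8 fell, with ATF5 at −0.97, and WARS1 rose by 0.64 (2 higher and 11 lower when adjusted over the list alone, adjusted p = 0.00513 from camera, and adjusted p = 0.244 with an estimated correlation). Of 22 genes of homologous recombination and the Fanconi pathway, 12 fell in MOLM-14, with RAD54L and EXO1 at −1.82 and −1.61, and 1 rose (1 higher and 17 lower when adjusted over the list alone, adjusted p = 1.3e-11 from camera, and adjusted p = 0.0803 with an estimated correlation). In MV4-11, 6 fell and FANCF rose (0.69), with 1 higher and 10 lower when adjusted over the list alone (adjusted p = 0.000223 from camera, and adjusted p = 0.0179 with an estimated correlation). For this list too, the difference between the lines did not pass (adjusted p = 0.135 from camera with an estimated correlation). FLT3 itself did not pass in either line (log2 change −0.24, adjusted p = 0.234, and 0.25, adjusted p = 0.175). Over all probe sets, 872 rose and 903 fell in MV4-11, and 580 rose and 428 fell in MOLM-14. The balance depended on the scaling, with 923 and 728 in MV4-11 and 459 and 487 in MOLM-14 for centred arrays, and 499 and 488 in MOLM-14 under quantile normalization. The total of 1008 in MOLM-14 became 661 or 604 without DMSO replicate 1 or 2 and 668 without combination replicate 2.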

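The genes past 2-fold with the combination, and with neither drug alone, in both lines included HMGCS1, ACAT2, MND1 and FANCI on the lower side, and no gene list was tested among them. HMGCS1, which makes a precursor of mevalonate in cholesterol biosynthesis, changed by −1.98 in MV4-11 (standard error 0.167, adjusted p = 0.000336 from limma) and by −1.23 in MOLM-14 (standard error 0.187, adjusted p = 0.00791), and ACAT2 by −1.40 and −1.10. MND1, a partner of the recombinases, changed by −1.77 and −1.10, and FANCI of the Fanconi pathway by −1.11 and −1.20. With SAHA alone MND1 came close to 2-fold, at −0.995 and −0.95 (adjusted p = 0.00288 and 0.00898 from limma). FANCI passed with SAHA alone in MOLM-14 (−0.92, adjusted p = 0.0101) and not in MV4-11 (adjusted p = 0.102). HMGCS1 and ACAT2 passed with SAHA alone in neither line (adjusted p of 0.101 or more). On the higher side stood the transcriptional regulator LMO4 (1.2 and 1.12), ZMAT3, an RNA-binding protein (1.29 and 1.18), and ACADSB, an enzyme of branched-chain amino acid breakdown (1.12 and 1.26). With SAHA alone LMO4 (0.85 and 0.92) and ZMAT3 (0.93 and 0.67) passed limma in both lines, and ACADSB in MV4-11 only (0.81). Some genes past 2-fold only with the combination lay outside Table 1 and are named here after their values were seen. They were RRM2, a subunit of ribonucleotide reductase (−1.01 and −1.11), ERFE, which encodes erythroferrone (−2.56 and −1.26), and PIK3R3, a regulatory subunit of phosphoinositide 3-kinase (1.96 and 1.49). By the 2-fold rule without a test, 240 probe sets formed such a core gene signature, 119 higher and 121 lower in both lines, where independent lists of these sizes would share 126.1 and random regroupings of the arrays gave a median of 161. A further 142 were unique to the combination in both lines with opposite directions, against 134.9 by the same reckoning. The same rule gave 182 probe sets for ABT-869 alone and 329 for SAHA alone. Of the 240, 64 had a mean signal above the median of all probe sets, and 176 were at or below it. Adding an adjusted p under 0.05 for the combination in both lines left 35 probe sets, among them all the genes named here. None differed from each single drug at an adjusted p under 0.05 from limma in both lines, and a combination change of at least 1.5-fold in place of 2-fold gave 1767.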

We focused on delineating a core gene signature unique and common to the combination therapy in both MV4-11 and MOLM-14, which could reveal important molecular insights into the therapeutic synergy we observed. Table 1 summarizes genes differentially induced more than two-fold by the combination therapy in both cell lines. The expression changes of some of the genes involved in cancer metastasis, cell cycle, DNA repair, DNA binding and cell proliferation, including Phosphatase of regenerating liver-3 (PRL-3, also named as PTP4A3), ORC1L, MND1, ZNF85 and LMO4 were confirmed by RQ-PCR at the mRNA level (Table S1 and Figure S1).

**Table 1:** List of core gene signature identified by Affymetrix microarray studies of MV4-11 and MOLM-14 cells treated with combination of ABT-869 and SAHA.

Probe ID	Gene Name	Description	Fold Change
1553743_at	FAM119A	family with sequence similarity 119, member A	−3.3
212975_at	DENND3	DENN/MADD domain containing 3	−2.3
209695_at	PTP4A3	protein tyrosine phosphatase type IVA, member 3	−2.5
205085_at	ORC1L	origin recognition complex, subunit 1-like (yeast)	−2.9
223700_at	MND1	meiotic nuclear divisions 1 homolog (S. cerevisiae)	−2.8
206572_x_at	ZNF85	zinc finger protein 85	−2.7
225362_at	FAM122B	family with sequence similarity 122B	−2.6
209608_s_at	ACAT2	acetyl-Coenzyme A acetyltransferase 2	−2.4
221750_at	HMGCS1	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1 (soluble)	−3.1
206632_s_at	APOBEC3B	apolipoprotein B mRNA editing enzyme, catalytic polypeptide-like 3B	−2.7
213008_at	KIAA1794	KIAA1794	−2.1
226817_at	DSC2	desmocollin 2	−2.5
214297_at	CSPG4	Chondroitin sulfate proteoglycan 4 (melanoma-associated)	−2.9
228385_at	DDX59	DEAD (Asp-Glu-Ala-Asp) box polypeptide 59	−2.1
1553972_a_at	CBS	cystathionine-beta-synthase	−2.5
226181_at	TUBE1	tubulin, epsilon 1	−2.4
1560023_x_at	---	CDNA FLJ37333 fis, clone BRAMY2020106	2.3
204072_s_at	FRY	furry homolog (Drosophila)	2.3
209205_s_at	LMO4	LIM domain only 4	2.2
228315_at	---	CDNA clone IMAGE:5261213	2.3
206332_s_at	IFI16	interferon, gamma-inducible protein 16	2.6
208966_x_at	IFI16	interferon, gamma-inducible protein 16	2.8
226030_at	ACADSB	acyl-Coenzyme A dehydrogenase, short/branched chain	2.3

Minus numbers denote the expression of the gene is decreased.

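The genes of Table 1 were lower or higher with the combination as the table lists them in both lines, and SAHA alone moved many of them the same way. Of its 23 probe sets, 16 were lower and 7 higher in each line, with median changes in their direction of 1.40 in MV4-11 and 1.18 in MOLM-14 on the log2 scale. The list was chosen by the paper on these arrays, so it is not independent evidence of its direction. METTL21A, listed as FAM119A, changed by −2.05 and −1.27, the origin recognition gene ORC1, listed as ORC1L, by −1.64 and −1.44, and the zinc finger gene ZNF85 by −1.54 and −1.32. APOBEC3B, a cytidine deaminase, changed by −1.78 and −0.96, and IFI16, an interferon-induced DNA sensor, by 0.99 and 1.89 at one of its probe sets. All 23 passed limma for the combination against DMSO in MV4-11, and 22 passed in MOLM-14, where 1 unnamed probe set did not (adjusted p = 0.0728). SAHA alone changed 17 of them in MV4-11 and 16 in MOLM-14 at an adjusted p under 0.05, such as DSC2, a desmosome gene (−1.06 and −1.22), and PABIR2, listed as FAM122B, in MOLM-14 (−1.37, adjusted p = 0.00263). ABT-869 alone changed 7 in MV4-11, among them TUBE1 (−1.08) and METTL21A (−1.22), and none passed in MOLM-14 (limma). Against ABT-869, the combination differed for 16 in MV4-11 and 19 in MOLM-14. Against SAHA, it differed for 7 in MV4-11, with HMGCS1 and ACAT2 at an adjusted p = 0.00953 each, MND1 at 0.0137, APOBEC3B at 0.0187, METTL21A at 0.0207, ORC1 at 0.0221 and DENND3 at 0.0388, and for none in MOLM-14 (limma). In the main fits, no probe set of Table 1 departed from the sum of the single drug effects (adjusted p under 0.05 from limma). By the same test, over all probe sets in MV4-11, 8 stood above the sum and 4 below it. Without probe sets at or below the median signal, the numbers were 140 and 234. At an unadjusted p under 0.05, 8 of Table 1 departed in MV4-11 and 2 in MOLM-14. Of these 8, ACAT2, HMGCS1 and APOBEC3B went beyond the sum, by −0.72, −1.06 and −1.25, and 5 fell short of it, CBS, TUBE1, ACADSB and both probe sets of IFI16. The 2 in MOLM-14, PABIR2 and TUBE1, fell short of it as well. Of all 23, 15 in MV4-11 and 16 in MOLM-14 lay beyond the sum, which a list chosen on these arrays for changes unique to the combination favors. By the 2-fold rule with no test, 8 of the 23 were unique to the combination in both lines, 5 lower (PTP4A3, MND1, ACAT2, HMGCS1 and FANCI) and 3 higher (LMO4, ZMAT3 and ACADSB), and PTP4A3 no longer met the rule without MOLM-14 combination replicate 2 or 3. Of the other 15, 9 were at least 2-fold with a single drug in a line, 3 were under 2-fold with the combination in a line, and 3 were both. In simulated arrays with the spread of these, the additivity test found a true departure of 2 on the log2 scale at 56.1% of 66 probe sets in each line. It found a departure of 1 at 1.49% of 67 probe sets in MV4-11 and 4.48% of 67 in MOLM-14. Few probe sets departed in these simulations, so the shares may not carry over to the data.

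**Figure D1:**
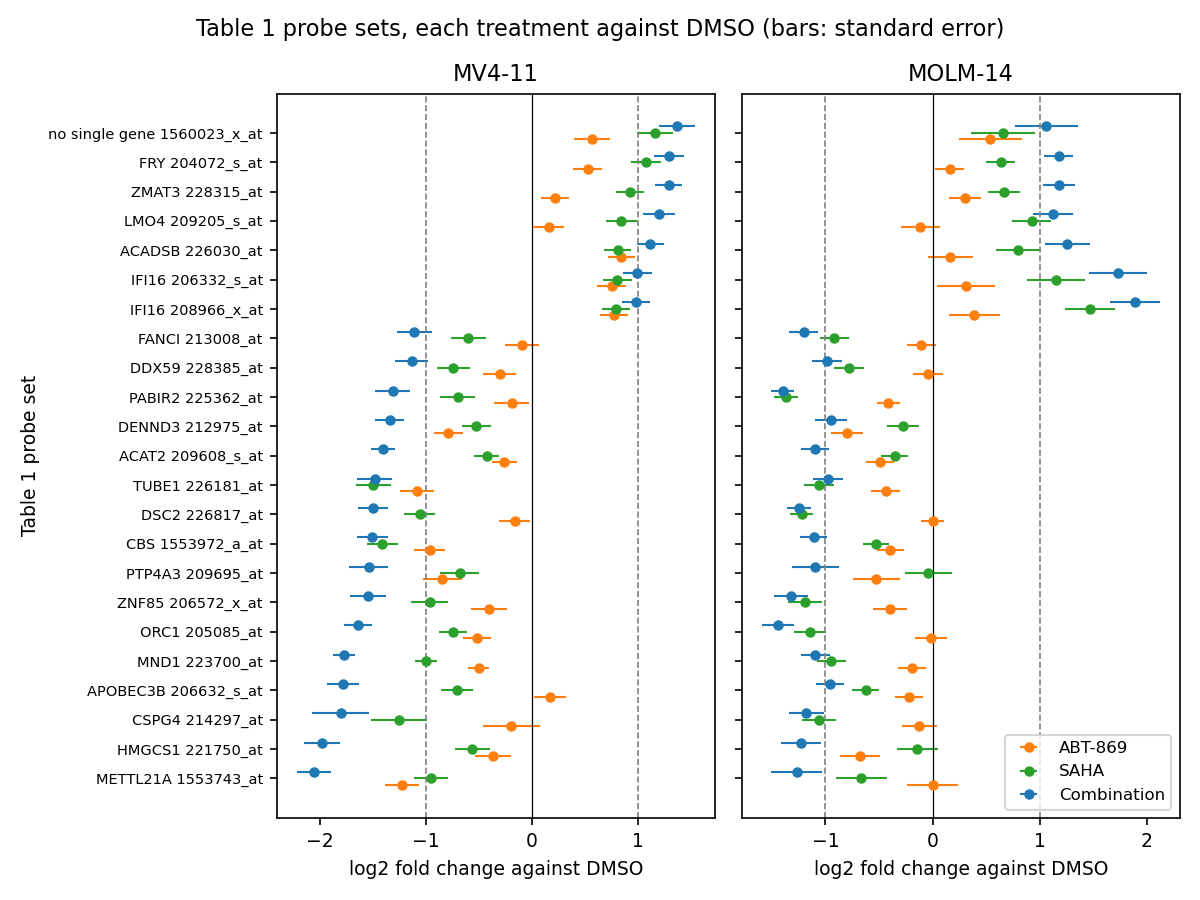
Mean log2 change against DMSO of the 23 probe sets of Table 1 for ABT-869, SAHA and the combination in MV4-11 and MOLM-14 (n = 3 arrays per group), with error bars of 1 standard error. The combination points lie on the paper's side of 0 in both lines for all 23 probe sets.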

### Modulation of PRL-3 influenced drug sensitivity

Among the top 5 downregulated genes, was PRL-3, a metastasis-associated gene, which has been shown to be oncogenic in several types of solid tumors. 

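PRL-3, the tyrosine phosphatase encoded by PTP4A3, stood in the middle of the genes of Table 1 that were lower with the combination. Ordered by the mean of the fold changes in the 2 lines, which for PTP4A3 was −2.52, it was number 10 of the 16 lower probe sets. METTL21A, HMGCS1 and ORC1 led this order, with mean folds of −3.27, −3.14 and −2.91. Within MV4-11 alone PTP4A3 was number 8 and within MOLM-14 number 12. Among the 95 probe sets above the median signal that were at least 2-fold lower in both lines, it was number 62 by mean log2 change, and among the 28 of these that were unique to the combination, number 12.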

The finding that PRL-3 was significantly down-regulated by combination therapy prompted us to further explore the role of PRL-3 in the synergistic cytotoxicity. 

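PTP4A3, the gene of PRL-3, fell with the combination in both lines. In MV4-11 its signal at the probe set of Table 1 was 1292, 1173.9 and 1276.7 on the DMSO arrays and 451.7, 321 and 547.1 on the combination arrays, a log2 change of −1.54 (standard error 0.182, 95% confidence interval −1.95 to −1.13, adjusted p = 0.00154 from limma), or 2.9-fold lower. In MOLM-14 it was 975.8, 1043 and 869.8 with DMSO and 669.6, 393.4 and 346.2 with the combination, a log2 change of −1.09 (standard error 0.218, 95% confidence interval −1.59 to −0.60, adjusted p = 0.021), or 2.13-fold lower. Every combination array was below every DMSO array of its line (exact permutation test, p = 0.1 in each line, the smallest that 3 arrays against 3 allow). With ABT-869 alone the change of PTP4A3 was −0.84 in MV4-11 (95% confidence interval −1.25 to −0.43, adjusted p = 0.0796) and −0.53 in MOLM-14 (−1.02 to −0.03, adjusted p = 0.663). With SAHA alone it was −0.68 (−1.09 to −0.27, adjusted p = 0.0952) and −0.04 (−0.53 to 0.45, adjusted p = 0.944). At the probe set of Table 1 the combination did not pass against either drug alone (MV4-11, adjusted p = 0.0738 against ABT-869 and 0.0749 against SAHA, MOLM-14, 0.165 and 0.187). Without adjustment over all probe sets, the 95% confidence intervals of these differences in PTP4A3 excluded 0 in MV4-11 (−1.10 to −0.29 and −1.27 to −0.45) and in MOLM-14 (−1.06 to −0.08 and −1.55 to −0.56). Its departure from the sum of the single effects was −0.02 in MV4-11 (95% confidence interval −0.59 to 0.56, adjusted p = 0.995) and −0.53 in MOLM-14 (95% confidence interval −1.23 to 0.17, adjusted p = 0.725). A further PTP4A3 probe set, chosen after its values were seen, changed with the combination by −1.66 in MV4-11 (adjusted p = 0.00038) and −0.84 in MOLM-14 (adjusted p = 0.0116), and with ABT-869 in MV4-11 by −1.06 (adjusted p = 0.0141). The combination passed against SAHA at this further PTP4A3 probe set in MV4-11 (−1.12, adjusted p = 0.0128). It did not pass there against ABT-869 in MV4-11 (adjusted p = 0.0577) or against ABT-869 or SAHA in MOLM-14 (adjusted p = 0.219 and 0.136). The change with the combination differed between the lines at this probe set (0.82, adjusted p = 0.013) and not at that of Table 1 (0.44, adjusted p = 0.46). The third was dim, with signals from 6.8 to 78.3, and passed no test. The related phosphatase genes PTP4A1 and PTP4A2 did not pass with the combination (PTP4A1 −0.39 and −0.62, adjusted p = 0.228 and 0.0951, PTP4A2 −0.30 and 0.04, adjusted p = 0.149 and 0.89). In MOLM-14 the call on PTP4A3 at the probe set of Table 1 was lost without DMSO replicate 1 (−1.08, adjusted p = 0.0739), DMSO replicate 2 (−1.03, adjusted p = 0.081), combination replicate 2 (−0.996, adjusted p = 0.0816) or combination replicate 3 (−0.90, adjusted p = 0.0682). In fits of the 6 arrays compared alone, with fewer arrays to estimate the spread, PTP4A3 did not pass in MV4-11 (adjusted p = 0.0575) or in MOLM-14 (adjusted p = 0.175). From the lower level of PRL-3 with the combination, the paper reasons that its role in the synergy of the drugs should be explored, and it turns to PRL-3 protein and FLT3 signalling (Fig. 3A).

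**Figure D2:**
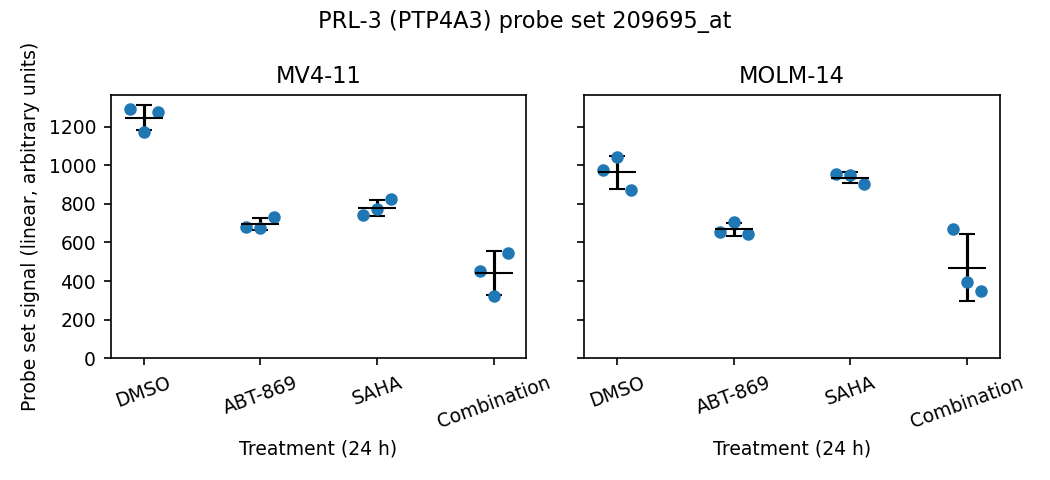
Signal of the PTP4A3 probe set of Table 1 on each of the 24 arrays, by treatment and cell line, on a linear axis from 0. Points are single arrays, and the horizontal lines and error bars are the mean and SD of 3 arrays. In MV4-11 the combination arrays lie between 321 and 547.1, and in MOLM-14 between 346.2 and 669.6.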

To investigate the effect of different treatment on PRL-3 protein expression, MOLM-14 cells were treated with control, ABT-869 6 nM, SAHA 4 µM, or combination. After 48 hours, cells were harvested for Western blot analysis. ABT-869 substantially reduced PRL3 protein and the combination therapy completely inhibited PRL-3 expression (Fig. 3A). To examine the role of FLT3 signaling in the synergism and regulation of PRL-3, we analyzed the expression of p-FLT3, FLT3 as well as p-Stat5, and Stat5, a downstream target of FLT3 pathway. In agreement with the changes on PRL-3, we observed the parallel change of p-FLT3, i.e., the inhibition was more profound in combination treated sample compared to ABT-869 alone (Fig. 3A). These data suggest that this synergistically anti-leukemic effect is FLT3 signaling-dependent.

**Figure 3:**
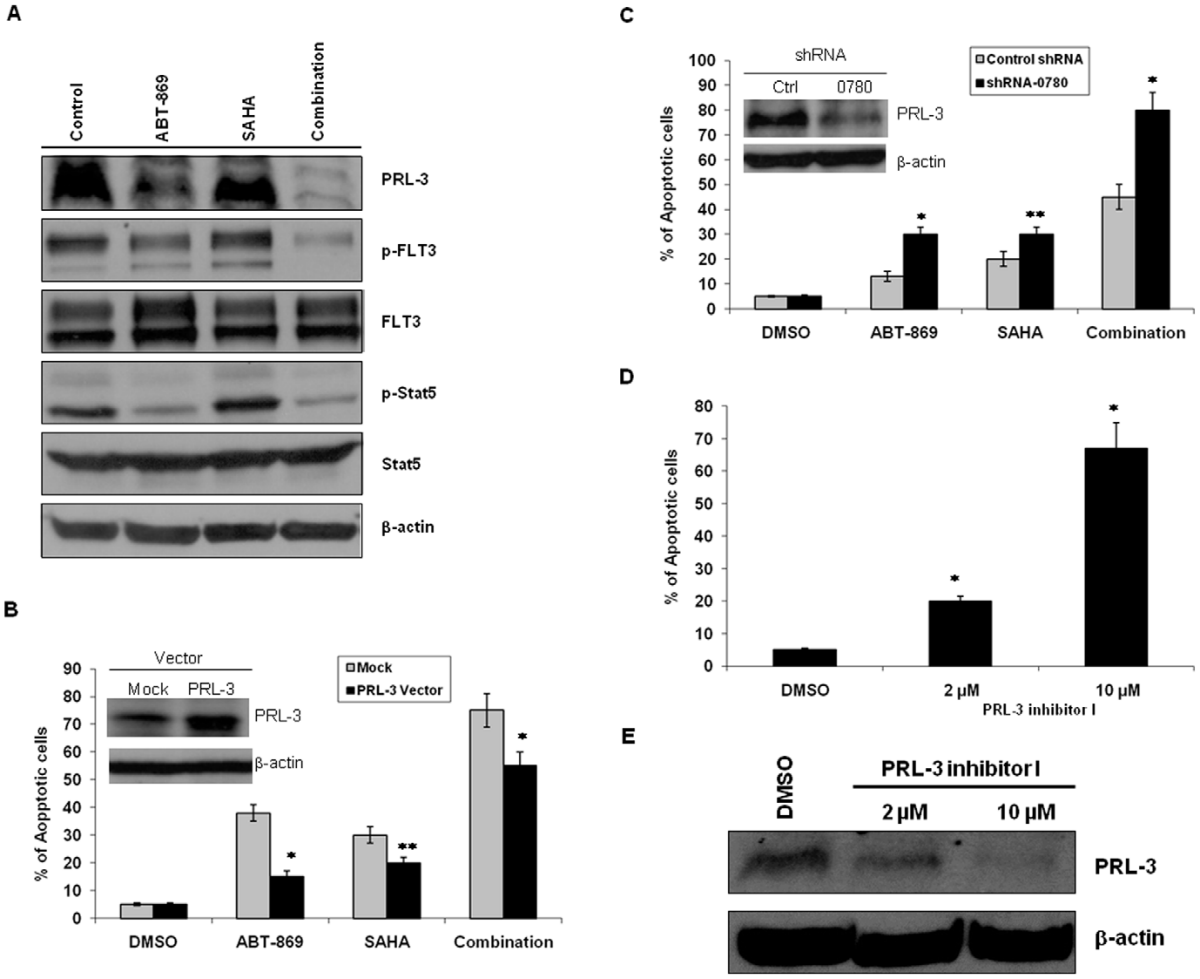
Impact of modulation of PRL-3 expression on drug sensitivity. (A) MOLM-14 cells were treated with DMSO, ABT-869 6 nM, SAHA 4 µM or combination therapy for 48 hours, and then followed by lyses and Western blot analysis of PRL-3, p-Stat5, Stat5. Immunoprecipitation (IP) was performed using anti-p-Tyrosine antibody, followed by Western blot with anti-FLT3 antibody. The same blot was then stripped and reprobed with anti-FLT3 antibody. The upper band is160 kDa glycosylated mature FLT3 and the lower band is 130 kDa nonglycosylated FLT3. (B) MOLM-14 cells were transfected with vector control (Mock) or pLVX-puro-PRL3 vector. Cells were treated with either ABT-869 6 nM, SAHA 4 µM or combination therapy for 48 hours. (C) MOLM-14 cells were transfected with control and PRL-3 shRNA-0780 respectively for 48 hours, and then treated with ABT-869 3 nM, SAHA 2 µM or combination therapy for 72 hours. Apoptosis assay was used to determine the cell viability in different treatments. (D) Flow cytomertric analysis of apoptosis in MOLM-14 cells were treated with either DMSO control or PRL-3 inhibitor I at concentration 2 and 10 µM for 48 h. (E) Effect of PRL-3 inhibitor I on PRL-3 protein expression. Apoptosis data shown represents the means of three independent experiments ± SD (*p<0.01, **p<0.05).

Next, we established a PRL-3 over-expressing cell line, MOLM-14-PRL3 and the increased PRL-3 expression confirmed by Western blot analysis was 3-fold (Fig. 3B, inserted picture). Cells were treated with ABT-869, or SAHA at different concentrations, or in combination for 48 hr, followed by assessment of apoptosis. As shown in Fig. 3B, cells transduced with PRL-3 were more resistant not only to ABT-869 and SAHA as single agents, but also to the combination therapy, as compared with cells transduced with empty vector (p<0.05). Consistent with these results, the reduction of PRL-3 protein was also less in MOLM-14-PRL3 cells undergoing different treatments (Figure S2).

We next tested the effect of targeting PRL-3 on ABT-869-mediated cytotoxicity. We used shRNA approach to specifically knockdown PRL-3 in MOLM-14 cells, and then evaluated the cell viability after ABT-869 incubation by apoptosis assay. Among 3 different shRNA clones tested, RHS3939-98490780 (shRNA-0780) produced best knockdown effect. The approximately 90% downregulation of PRL-3 by shRNA-0780 was validated by Western blot analysis (Fig. 3C, inserted picture). We further observed that cells treated with PRL-3 shRNA-0780 were more sensitive to ABT-869, SAHA, and combination treatment as compared to control shRNA treated cells after 72 hours (Fig. 3C, p<0.05). In addition, we treated MOLM-14 cells with the small molecular PRL-3 inhibitor I, 2-Bromobenzyl-rhodanine derivative [13], for 48 h and observed increased portion of apoptotic cells (Fig. 3D, p<0.01) and reduction of PRL-3 protein in a dose-dependent manner (Fig. 3E).

To further investigate the molecular mechanisms underlying PRL-3 mediated drug resistance, we profiled a panel of anti-apoptotic proteins in MOLM-14-Mock and MOLM-14-PRL3 cells. Western blot analysis revealed that Mcl-1 was strikingly increased, followed by marginal upregulation of c-IAP1 and XIAP, while Bcl-xL, Bcl-2 and Survivin didn't increase in MOLM-14-PRL3 cells as compared to MOLM-14-Mock cells (Fig. 4A). Importantly, high level of Mcl-1 has been implicated in development and maintenance of both solid tumors and haematological malignancies and contributes to drug resistance [14]. Mcl-1 is regulated by several signalling pathways, including PI3K/Akt, MAPK/ERK and Stat pathways [14]. To that end, we further assessed the activities of the PI3K/Akt, MAPK/ERK and Stat pathways in these two isogenic cell lines. Interestingly, phosphorylated Stat5 (p-Stat5) and p-Stat3 were distinctly elevated, whereas p-ERK1/2 was minimally increased and there was virtually no change of p-Akt (Fig. 4B).

**Figure 4:**
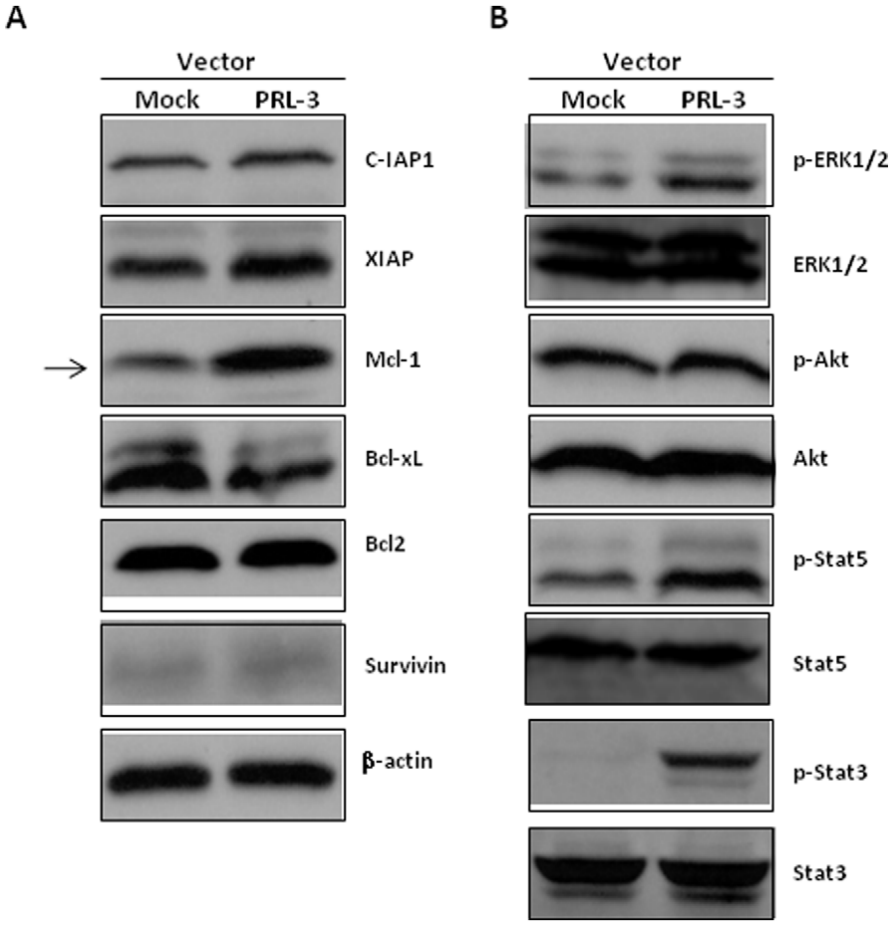
Comparisons of a panel of anti-apoptotic proteins and signaling transduction pathways in MOLM-14-Mock and MOLM-14-PRL3 cells. The two isogenic cells were lysed and subjected to 10% to 12% SDS-PAGE. Western blots were detected with the indicated antibodies for the assessment of expression level changes in anti-apoptotic proteins (A) and PI3K/Akt, MAPK/ERK and Stat pathways (B). β-actin was used as a loading control. Arrow highlighted Mcl-1.

Taken together, these data demonstrate a role for PRL-3 in mediating drug resistance in AML through Stat activation and upregulation of Mcl-1, and the down-regulation of PRL-3 accounts for much of the synergistic effect between SAHA and ABT-869, which is dependent on FLT3 signaling.

### The association between PRL-3 expression and FLT3-ITD mutation in AML

Oncomine is a web-based cancer microarray database, including 28000+ cancer transcriptome profiles. A search of the Oncomine database (December 09) revealed that PRL-3 was significantly overexpressed in FLT3-ITD positive AML as compared to FLT3-ITD negative AML (study name: Valk_leukemia, 78 vs 206 cases, p<0.001, Figure S3) [15], indicating a possible association between PRL-3 expression and FLT3-ITD mutation. Furthermore, when we examined the PRL-3 protein expression in two isogenic leukemia cell lines, TF-1 and TF1-ITD (stable cell line transfected with FLT3-ITD cDNA) [16], we found that the parental TF-1 cells were negative for PRL-3 protein. In sharp contrast, TF1-ITD showed abundant PRL-3 expression (Fig. 5A). To further validate the association between PRL-3 and FLT3, we treated the TF1-ITD cells with 2 nM and 5 nM of ABT-869. ABT-869 dose-dependently inhibited the expression of p-FLT3 and p-Stat5, as well as PRL-3 (Fig. 5B). We previously reported that indirubin derivative (IDR) E804, a specific Stat (Signal Transducer and Activator of Transcription) signaling inhibitor, reverses the resistance to FLT3 inhibitor in AML [12]. Here, we evaluated the role of Stat signaling in regulation of PRL-3. The data obtained showed the treatment with IDR E804 was effective in inhibiting Stat activity (p-Stat5) and reducing PRL-3 protein level (Fig. 5C). These results together with previous experiments showing that inhibition of PRL-3 by ABT-869 alone and combination treatment (Fig. 3.A) suggested PRL-3 could be a novel downstream molecule of FLT3-ITD signaling.

**Figure 5:**
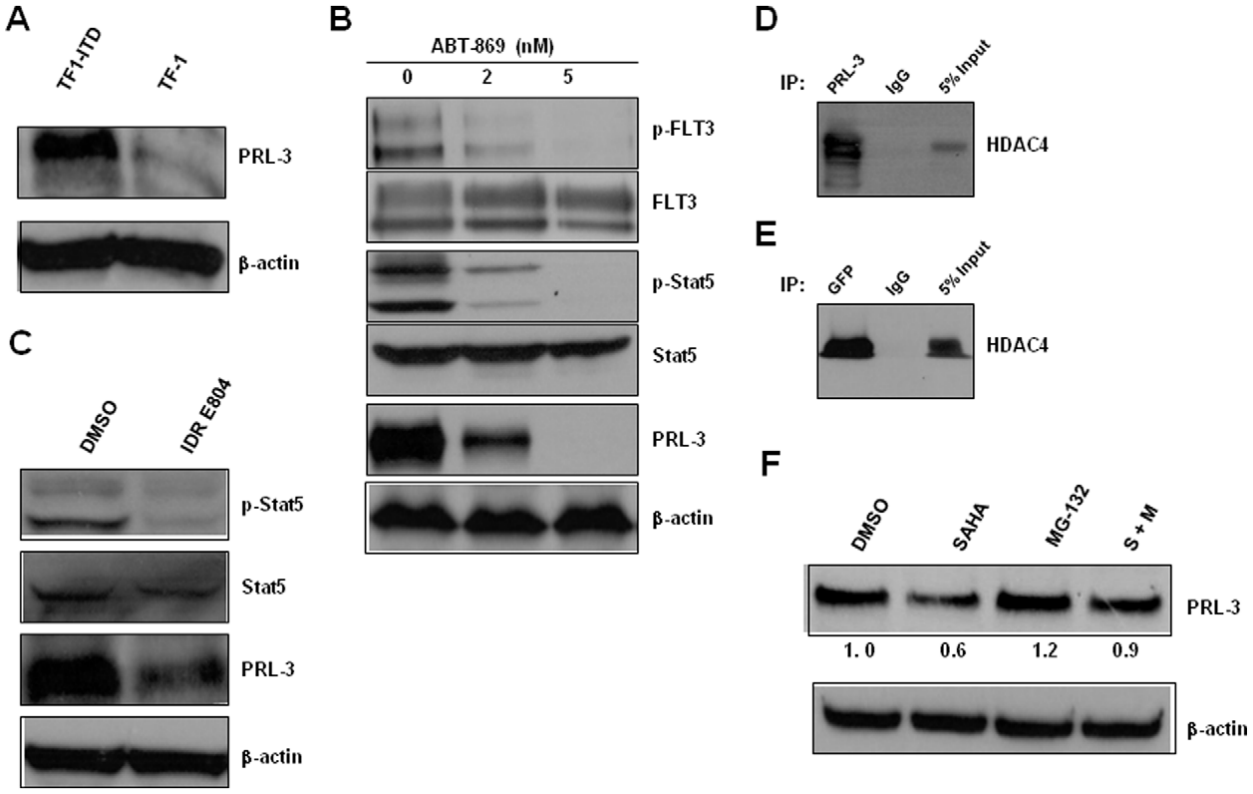
The association of PRL-3 and FLT3-ITD in AML. (A) Western blot assessment of PRL-3 protein in two isogenic cell lines, TF-1 and TF1-ITD. β-actin was used as loading control. (B) TF1-ITD cells were treated with DMSO, ABT-869 2 nM and 5 nM for 48 hours, and then followed by IP and Western blot analysis as described in Fig. 4.A. (C) MOLM-14 cells were treated with DMSO control or IDR E804 100 nM for 48 h. The cells were then lysed, and analysed by immunoblotting using anti-p-Stat5, anti-Stat5, anti-PRL-3 clone 318 and anti-β-actin. (D) MOLM-14 cell lysate was immunoprecipitated with anti-PRL-3 or anti-IgG antibody. The immunoprecipitates were immunoblotted with anti-HDAC4 antibody. (E) DLD-1-GFP-hPRL3 cell lysate was immunoprecipitated with anti-GFP or ant-IgG antibody, followed by immunoblotting analysis with anti-HDAC4 antibody. Total cellular extracts (inputs) were used as positive controls. (F) Western blot analysis of cell lysates extracted from MOLM-14 cells treated with DMSO, SAHA 4 µM, MG-132 10 µM or SAHA plus MG-132. The incubation duration of DMSO and SAHA was 24 h and MG-132 was added 4 h before harvest of cells. Densitometric analysis was performed using Amersham Image Scanner with LabScan ImageQuant TL Software. The level of PRL-3 was normalized with each β-actin level.

SAHA, a pan-HDAC inhibitor, targets both classes I and II HDAC enzymes [17]. To investigate the possible direct association of PRL-3 with HDACs, we undertook co-immunoprecipitation (Co-IP) of MOLM-14 cell lysate using anti-PRL-3 antibody. HDAC4 was present in immunoprecipiated PRL-3 complex, but not in the IgG control as shown in Fig. 5D. The interaction between HDAC4 and PRL-3 appeared specific, because Western blot analysis of HDAC1, 2, 3, 5, 6, 7 in the same immunoprecipiated complex turned out to be negative (data not shown). To further confirm the interaction between HDAC4 and PRL-3, PRL-3 complex were immunoprecipiated from cell lysate of colon cancer DLD-1 cells transfected with GFP-hPRL3 plasmid using anti-GFP antibody and screened for the presence of HDAC enzymes. Again, only HDAC4 was detected in the immunoprecipiated complex (Fig. 5.E and data not shown). These results demonstrated that HDAC4 bound to PRL-3 protein. To address the question of whether reduction of PRL-3 by SAHA was mediated through proteasome degradation, MOLM-14 cells were treated with SAHA, MG-132, a proteasome inhibitor, or SAHA plus MG-132. Western blot analysis showed the protein level of PRL-3 was decreased approximately 50% as compared to control sample, but this SAHA-induced inhibition of PRL-3 was blocked in the presence of proteasome inhibitor MG-132 (Fig. 5.F). Thus, these data implied that SAHA-related degradation of PRL-3 requires proteasome pathway.

To further assess PRL-3 expression in patients with AML, we used the PRL-3-specific monoclonal antibody clone 318 to stain paraffin-embedded bone marrow sections of 19 newly diagnosed AML patients. We detected PRL-3 protein expression in 47% (9 out of 19) of AML samples (Fig. 6A and 6B), whereas PRL-3 expression is absent in 6 out 8 normal bone marrow samples (Fig. 6C). In 2 normal bone marrow samples, PRL-3 was detected in pre-erythrocytes, which is consistent with previous report from Guo K *et al* [18]. Among the PRL-3 positive samples, 67% (6 of 9) of patients are FLT3-ITD positive. This indicates PRL-3 could play a pathological role in leukemogenesis in AML, in particular, FLT3-ITD positive AML.

**Figure 6:**
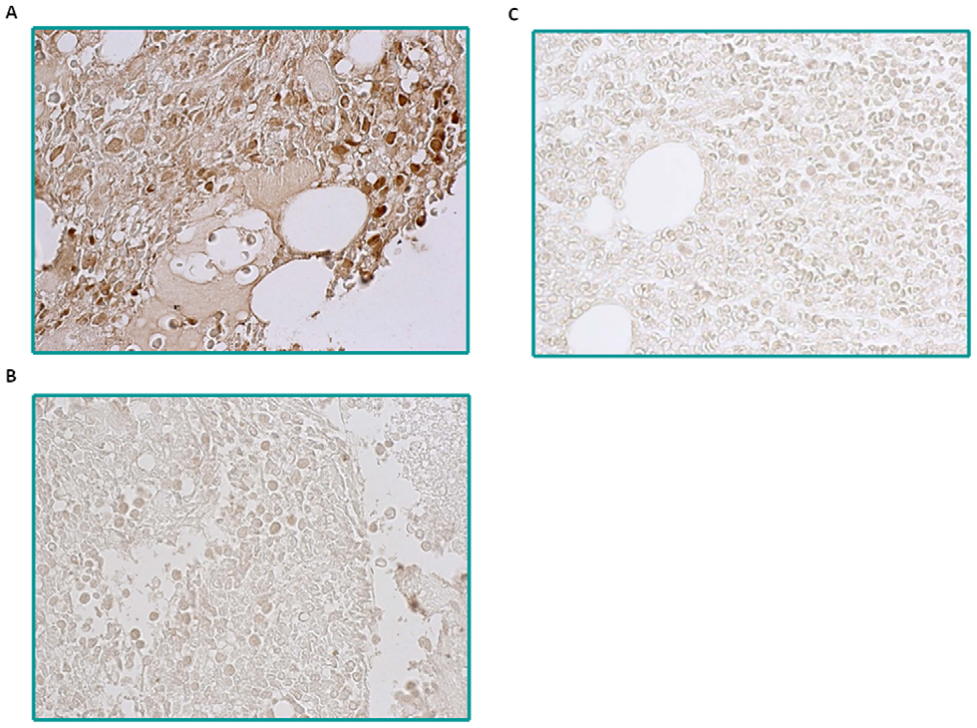
Evaluation of PRL-3 protein expression in bone marrow sections from primary AML patients and normal donors by IHC. (A) A representative image from nine PRL-3 positive AML cases was shown. PRL-3 positive signals were detected in the cytoplasm of myeloid cells. (B) A representative result from ten PRL-3 negative AML cases was shown. (C) A normal bone marrow image from 6 donors was presented. The original magnifications were 63×.

## Discussion

We have demonstrated, in this study, the synergistic effect with the combination of ABT-869 and SAHA, a multi-targeted tyrosine kinase inhibitor and HDACi, a similar finding reported in a previous study using two related compounds [10]. However, we further have elucidated distinctive important downstream molecular mechanisms mediating this synergism, resulting in the identification of a novel signaling downstream of FLT3 involving PRL-3. Our data suggest a model in which the enhanced downregulation of PRL-3 is due to targeting two different pathways by ABT-869 and SAHA (Fig. 7). ABT-869 inhibits PRL-3 expression through suppression of FLT3-ITD and downregulated Stat pathways, while SAHA mediated degradation of PRL-3 is dependent on proteasome pathway (Fig. 7).

**Figure 7:**
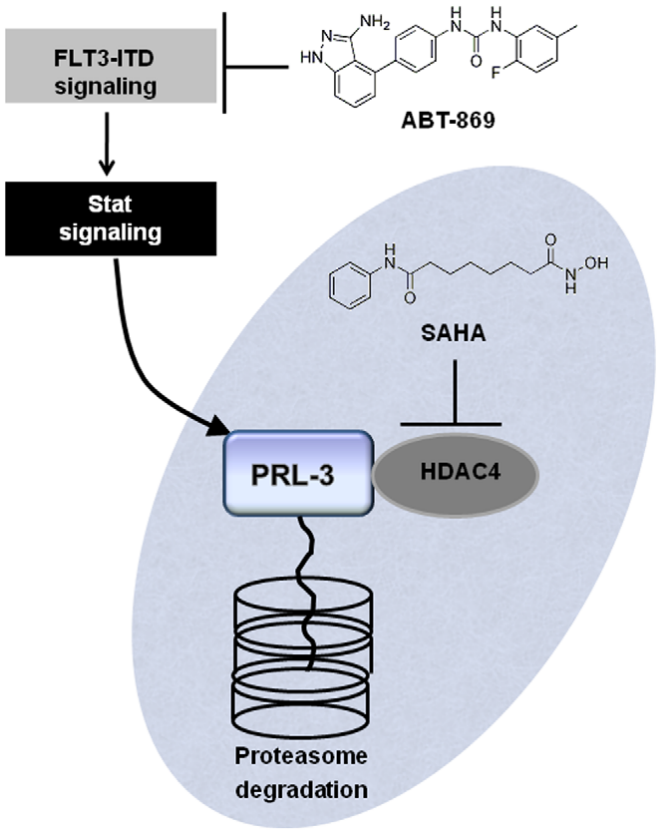
Schematic representation of the molecular mechanisms of enhanced downregulation of PRL-3 by combination treatment with ABT-869 and SAHA. ABT-868-induced inhibition of PRL-3 is due to targeting upstream FLT3-ITD and Stat pathway. HDAC4 physically interacts with PRL-3. SAHA mediated degradation of PRL-3 is dependent on the proteasome pathway.

The PRL-3 gene encodes a 22-kDa tyrosine phosphatase that has been implicated in tumorigenesis and metastasis [19], [20]. Saha *et al.* reported exceptionally higher expression of PRL-3 in liver metastatic CRCs as compared to non-metastatic CRCs and normal colon epithelium [21]. Mechanistic studies reveal that PRL-3 functions as an initiator of neoplastic angiogenesis by recruiting endothelial cells [18] and stimulates invasion and motility of tumor cells through activating the Rho family of small GTPases such as RhoA and RhoC [22]. Increasing activities of Src kinase and PI3K/AKT signaling pathways via negative feedback regulation of C-terminal Src kinase (Csk) and PTEN tumor suppressor gene respectively by PRL-3 also contribute to its oncogenic role [23], [24], [25]. PRL-3 has been identified as a downstream target gene of p53 and it dose-dependently regulates cell-cycle progression [26]. Recently, we discovered that a trans-factor-PCBP1 (PolyC-RNA-binding protein 1) suppressed PRL-3 translation via binding three GC-motifs of the 5′ UTR of PRL-3 mRNA and an inverse correlation between PCBP-1 and PRL-3 protein levels in different solid tumors [27]. These findings highlight a fundamental role of PRL-3 in tumor development. In contrast to extensive studies in solid tumors, the role of PRL-3 in hematological malignancies is much less appreciated. To our knowledge, only one study reported that PRL-3 promotes human multiple myeloma (MM) cell migration and overexpression in a subset of MM patients assessed by gene expression profiling [28]. Herein, for the first time, we show that PRL-3 may play a role in drug resistance in AML and that modulation of PRL-3 expression plays a role in the synergistic antileukemic effect of co-treatment of ABT-869 and SAHA in FLT3-ITD positive AML. Importantly, our study uncovers a novel mechanism of PRL-3 mediated drug resistance by which PRL-3 activates Stat pathways and subsequently upregulates Mcl-1, conferring resistance to small molecule inhibitors. Higher level of Mcl-1 contributes to resistance to conventional chemotherapy and targeted therapies such as PKC412, another FLT3 inhibitor [29] and HDAC inhibitors [30], as well as ABT-737, a Bcl-2 antagonist [31]. Notably, in the present study, we demonstrate that PRL-3 may be a novel downstream target of FLT3-ITD signaling and expression of PRL-3 mRNA is significantly higher in AML patients with FLT3-ITD compared to wild type FLT-3. Furthermore, PRL-3 is aberrantly expressed in about half of AML cases, including 67% of FLT3-ITD positive AML samples in our study. The exact mechanism(s) by which some FLT3-ITD positive patients don't express PRL-3 protein remain elusive and are under further investigation. The full clinical implication of aberrant PRL-3 expression in AML will require study in a much larger patient population. Nevertheless, as PRL-3 is aberrantly expressed and pathologic relevance in a substantial number of AML, it may represent a good therapeutic target in this subset of AML. Developing small molecular inhibitor against phosphatases is currently an active area of research for cancer treatment [32]. In addition, monoclonal antibody targeting PRL-3 has recently been shown to inhibit metastasis of PRL-3-expressing cancer cells in murine xenograft models [33]. This clinical implication of PRL-3 targeted therapy in AML is under active investigation by our group.

In summary, we observed therapeutic synergism between ABT-869, a FLT3 and multi-targeted tyrosine kinase inhibitor, and SAHA, an HDAC inhibitor. We further elucidated the molecular basis for the synergism. In particular, our study highlights the critical role of PRL-3 in drug resistance and potential pathogenesis of AML. In addition, PRL-3 is aberrantly expressed in substantial number of AML, both with and without FLT3-ITD, suggesting that PRL-3 may have a significant role in leukemogenesis and could be a novel therapeutic target in PRL-3 positive AML.

## Materials and Methods

### Cell lines and primary patient samples

MV4-11, MOLM-14 and TF1-ITD cells were cultured with RPMI1640 (Invitrogen, Carlsbad, CA) supplemented with the addition of 10% of fetal bovine serum (FBS, JRH Bioscience Inc, Lenexa, KS) at density of 5×10^5^ cells/ml in a humid incubator with 5% CO_2_ at 37°C. TF-1 cells were cultured in RPMI1640 completed medium with 2 ng/ml human IL-3 (PeproTech, Rocky Hill, NJ). Bone marrow (BM) blast cells (>90%) from newly diagnosed AML patients were obtained at National University Hospital (NUH) in Singapore. The detection of FLT3 mutations was reported previously [34].

### Ethics Statement

This study was approved by Institutional Review Board (IRB) of National University of Singapore and BM samples were obtained with written informed consent.

### Drugs and chemicals

ABT-869 was kindly provided by Abbott Laboratories (Chicago, IL). ABT-869 was dissolved in dimethyl sulfoxide (DMSO) at concentration of 10 mM as stock kept in −20°C. SAHA was purchased from BIOMOL (Plymouth Meeting, PA). PRL-3 Inhibitor I (catalogue number P0108) and MG-132 were obtained from Sigma (St. Louis, MO) and dissolved in DMSO.

### Cell proliferation and apoptosis assays

Leukemic cells were seeded in 96-well culture plates at a density of 2×10^4^ viable cells/100 µl/well in triplicates, and were treated with ABT-869, SAHA or combination therapy. Colorimetric CellTiter 96 AQueous One Solution Cell Proliferation Assay (MTS assay, Promega, Madison, WI) was used to determine the cytotoxicity. IC_50_ was determined by MTS assay [12] and calculated with CalcuSyn software (Biosoft, Cambridge, UK). Each experiment was triplicated. For apoptosis assay, MV4-11 and MOLM-14 cells were cultured in the presence of either ABT-869, SAHA alone or in combination for 48 hours. Cells were washed twice with 1× Phosphate-Buffered Saline (PBS), stained with Annexin V/Propidium Iodide (PI, BD PharMingen, San Jose, CA), and immediately analyzed by a DakoCytomation Cyan LX flow cytometry (DakoCytomation, Glostrup, Denmark).

### Combination index calculation

The CalcuSyn software (Biosoft, Cambridge, UK) was used to analyze dose-effect relationships according to the method of Chou and Talalay [35]. The combination index (CI) was applied to quantitatively describe synergism defined as a greater-than-additive effect from a combination of two agents (CI<1), antagonism as a less-than-additive effect (CI>1), and an additive effect as (CI = 1). The CI values were calculated according to the levels of growth inhibition (Fraction affected, Fa) by each agent individually and combination of ABT-869 with SAHA. Specifically, the equation is: CI = (D)_1_/(D_x_)_1_+(D)_2_/(D_x_)_2_+(D)_1_(D)2/(D_x_)_1_(D_x_)_2_, where (D)_1_ indicates ABT-869 and D_2_ represents SAHA and D_x_ stands for the doses ABT-869 and SAHA alone, respectively, inhibiting x%. Constant ratio combinations of the two drugs at 0.25×, 0.5×, 1×, 2× and 4× of their ED_50_ was used.

### Western blot analysis

Preparation of the cell lysate and immunoblotting were performed as previously described [36], except for PRL-3 analysis, 16% gel was used. Anti-PRL3 antibody was clone 318 as reported previously [37].

### Co-immunoprecipitation (Co-IP) and immunoblotting

Anti-PRL-3 antibody clone 318 was attached to protein A/G agarose beads by using Pierce Crosslink IP Kit (Thermo Scientific, Rockford, IL) according to the manufacture's recommendation. Anti-GFP antibody conjugated agarose and anti-HDAC6 antibody were purchased from Santa Cruz biotechnology (Santa Cruz, CA). Histone Deacetylase (HDAC) Antibody Sampler Kit containing HDAC1, 2, 3, 4, 5, 7 was purchased from Cell Signaling Technologies (Danvers, MA). The establishment of the stable DLD-1 cell transfected with GFP-hPRL3 was reported previously (reference 32). Approximately 2×10^7^ MOLM-14 or DLD-1-GFP-hPRL3 cells were washed twice with ice-cold 1×PBS. Lysis was carried out on ice in NP-40 buffer (50 mM Tris-HCl, 150 mM NaCl, 1% NP-40, pH 8.0) containing Halt™ Protease inhibitor cocktail (EDTA-free) (Pierce, Thermo Scientific), phosphatase inhibitor cocktail I and II (Sigma-Aldrich, St Louis, MO, USA). The lysates were immunoprecipitated with the primary antibody overnight at 4, and the immunocomplexes were collected, washed four times with lysis buffer, and the pellet was resuspended in SDS sample buffer. Immunoprecipitates were boiled for 5 min, briefly centrifuged, and separated on 7.5% SDS-PAGE. Membranes were probed with the appropriate antibodies, and proteins recognized by the antibodies were detected using the Chemiluminescent Detection Kit (Pierece, Thermo Scientific).

### Colony forming capacity assay

MV4-11 and MOLM-14 cells were treated with ABT-869, SAHA or combination for 48 hours, then washed twice with 1×PBS. After that, about 3000 cells from control and drug-treated cells were plated in MACS® HSC-CFU media complete with Epo (Miltenyi Biotec GmbH, Germany) in 6-well plates and cultured for 7 days at 37°C in a 5% CO_2_ incubator. Colonies consisting of more than 50 cells were counted under an inverted microscope. Total 5 random 4×10 magnification fields were selected and average number of colonies of each sample was calculated. The experiments were duplicated.

### Microarray study

For the microarray experiments, MV4-11 and MOLM-14 cells were treated with DMSO control, ABT-869 3 nM, SAHA 6 µM and combination therapy for 24 hours. Cells were then washed in PBS and high-quality total RNA was extracted RNeasy Midi Kit, according to the manufacturer's instruction (Qiagen, Valencia, USA). RNA quantity, quality, and purity were assessed with the use of the RNA 6000 Nano assay on the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara CA, USA).

Gene expression profiling was performed using Affymetric U133plus2.0 gene chip (Affymetrix, Santa Clara, CA, USA) according to the manufacturer's protocol. Biological triplicates were performed for each sample. Three lists of genes with 2 fold or more difference in gene expression between treatment and control were generated as follows: ABT-869 alone versus DMSO control, SAHA alone versus DMSO control and ABT-869 plus SAHA versus DMSO control. This analysis was done separately for the MV4-11 and MOLM-14 cell lines and the final gene lists were genes that were unique to the ABT-869 and SAHA combination in both cell lines. 

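In MV4-11 the lists of both single drugs shared TRIB3 and ATF5 among the lower genes. In MOLM-14 the lists of SAHA and the combination shared ADAM28 and COL1A1 as higher and MPO as lower, all of which also passed limma. By 2-fold change alone, the lists held 4639 higher and 3468 lower probe sets for ABT-869, 3371 and 5058 for SAHA and 4536 and 5569 for the combination in MV4-11. In MOLM-14 they held 3886 and 3394 for ABT-869, 2850 and 6800 for SAHA and 4930 and 3544 for the combination. Dim probe sets, at or below the median signal, made up 78.5% (the combination in MV4-11) to 94.8% (ABT-869 in MOLM-14) of a list. With an adjusted p under 0.05 from limma as well, the overlap of ABT-869 and SAHA in MV4-11, with TRIB3 and ATF5 in it, was 45 higher and 44 lower probe sets, where independent lists would share 0.6 and 0.61. That of SAHA and the combination in MOLM-14, with MPO in it, was 303 and 193, against 4.92 and 3.87. Both treatments of a line are compared with the same DMSO arrays, and in 20 simulations with no effect such overlaps were 0 to 0.05 probe sets on average. The 3 DMSO arrays are too few to be split between the comparisons, so part of the overlap may come from the shared controls. For ABT-869 and SAHA, the log2 changes of probe sets above the median signal correlated at 0.444 in MV4-11 and 0.13 in MOLM-14, less than the 0.5 of the simulations with no effect, with covariances of 0.0816 and 0.0195 against 0.0371 and 0.0337. Over the same probe sets, the covariance for SAHA and the combination was 0.185 in MV4-11 and 0.177 in MOLM-14, against 0.0372 and 0.0335 in the simulations, and for ABT-869 and the combination 0.149 in MV4-11 and 0.0169 in MOLM-14, against 0.037 and 0.0334. The correlation for SAHA and the combination was 0.721 in MV4-11 and 0.763 in MOLM-14. For ABT-869 and the combination it was 0.619 in MV4-11 and 0.113 in MOLM-14. The simulations gave 0.498 to 0.501 for these pairs.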

Expression profiles were deposited into the Gene Expression Omnibus data repository (GSE accession # 26114) and are MIAME compliant.

### Construction and infection of PRL-3-expression vector

The human full-length cDNA of PRL-3 was purchased from Open Biosystems (Huntsville, AL) and inserted into *Eco*RI/*Bam*HI sites of lentivirus pLVX-puro vector (Clontech, Mountain View, CA), This pLVX-puro-PRL3 construct was validated by sequencing. Plasmid vectors were transfected into HEK 293T/17 packaging cells (ATCC) using Lentiphos™ HT protocol (Clontech, PT3984-2) as recommended by the manufacturer. High-titer viral particle-containing medium were harvested 48 h after transfection and used to infect MOLM-14 cells with 8 µg/mL polybrene (Millipore, Billerica, MA). Two days after infection, cells were transferred to fresh medium constituting 90% RPMI1640, 10% Tet System Approved FBS (Clontech) and 2 µg/mL puromycin (Millipore) for selection of transduced cells.

### Short-hairpin (shRNA) RNA study

Control and 3 human PRL-3 specifically pLKO.1 lentiviral shRNAs (RHS3939-9570404, -98490774 and -98490780) were purchased from Open Biosystems (Huntsville, AL, USA). Three million of MOLM-14 cells were mixed with viral supernatant and 8 µg/ml of polybrene (Millipore) and centrifuged at 2500 rpm for 90 min at 30°C. After additional incubation at 37°C for 4 hours, the medium was changed to fresh complete medium. Two days later, half of cells were harvested and followed by protein extraction and Western blot analysis of PRL-3 expression and the other half of cells were treated with different dose of ABT-869.

### Immunohistochemistry (IHC) analysis of primary AML bone marrow samples

AML patients with various genetic backgrounds as well as 3 normal controls were identified and bone marrow samples were retrieved from NUH tissue bank in accordance with the Declaration of Helsinki and the protocol was approved by the Institutional Review Board. Standard indirect immunoperoxidase procedures were used for immunohistochemistry with anti-PRL-3 specific antibody (clone 318) [37]. We used Dako EnVision™ Systems K 1395 (Dako, Carpinteria, CA) to perform IHC experiments.

## Supporting Information

Figure S1 **Real-time quantitative-PCR validation of some gene changes in the core gene signature identified by microarray studies.** (A) RQ-PCR quantification of PRL-3 gene. (B) RQ-PCR quantification of ORCL1 gene. (C) RQ-PCR quantification of MND1 gene. (D) RQ-PCR quantification of ZNF85 gene. (E) RQ-PCR quantification of LMO4 gene.
(DOC) Click here for additional data file.

Figure S2 **Immunoblotting analysis of PRL-3 protein in MOLM-‵4 cells transfected with empty vector (Mock) or PRL-3 after treatment with either ABT-869 6 nM alone, SAHA 4 µM alone or combination therapy for 48 hours.** Beta-actin was used as loading control. Densitometric analysis was performed using Amersham Image Scanner with LabScan ImageQuant TL Software. The level of PRL-3 was normalized with respective β-actin level.
(DOC) Click here for additional data file.

Figure S3 **The association of PRL-3 and FLT3-ITD in AML.** Comparison of PRL-3 expression between FLT3-ITD positive (Class 2) and others (Class 1, FLT3-ITD negative) AML patients. The box plot was generated by Oncomine based on the study of Valk P, *et al* (reference 15). The difference is statistically significant (p<0.001).
(DOC) Click here for additional data file.

Table S1 **The sequences of primers used in real-time PCR.**
(DOC) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

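Gene expression was measured in 24 cultures of MV4-11 and MOLM-14 cells after 24 hours with DMSO, ABT-869, SAHA or both drugs, with 3 cultures per group and 1 Affymetrix U133 Plus 2.0 array per culture. The authors made the deposited intensity values, linear signals with 1 value per probe set, by background correction, summary of the probes and scaling of each array to a common trimmed mean, and the software they used is not given in the sources used here. The trimmed mean without 2% at each end was 500.06 to 500.07 on every array, which was checked from the values. No array was a copy of another, and every column was mapped to a group by its label.

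From these signals, values under 1 (2743, or 0.209%) were raised to 1 and the log2 was taken, with no further normalization. The 62 control probe sets were left out, and 54613 of 54675 were tested. Probe sets were assigned to genes by the platform annotation. Of those naming 1 gene, 41037 were found by their gene identifier and 54 were not, and 19775 genes had a probe set of their own. Linear models were fitted with limma (version 3.58.1, R 4.3.3), per line over its 12 arrays and 4 groups, with moderated t-tests and Benjamini-Hochberg adjustment over all tested probe sets. The comparisons were each treatment with DMSO, the combination with each drug, and the departure of the combination from the sum of the single effects. Differences between the lines were tested as an interaction in 1 fit over the 24 arrays and 8 groups, at an adjusted p under 0.05. The rule of the paper for genes unique to the combination, at least 2-fold with the combination and less with each drug in both lines, was applied to the mean log2 signals without a test.

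Of 23 gene lists set down from general knowledge of the drugs and of leukemia, 21 are reported and 2 are not reported here, and p-values were adjusted over all lists tested. In a list, the probe set with the highest mean over the 24 arrays stood for its gene. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry. The genes named are the probe sets of Table 1 and the genes the paper names, the 8 largest rises and 8 largest falls per treatment and line that pass the test, lie above the median signal and separate all 3 treated arrays from all 3 DMSO arrays, and the 2 largest rises and 2 largest falls of each list at an adjusted p under 0.05. The values in Table 1 had been seen when this rule was written. A gene outside it is marked as chosen after its values were seen. The alternatives were quantile normalization, centring of the arrays on their medians, a floor of 32, leaving out dim probe sets (at or below the median signal), limma-trend, a replicate block, 1 fit over all 24 arrays, a fit of only the groups compared, leaving out each array in turn and, for the rule of the paper, other thresholds and arithmetic means. Leaving out 4 of the arrays that stood apart and the use of a further PTP4A3 probe set were added after seeing the data. The setting with 4 arrays left out kept MV4-11 combination replicate 2, which also deviated by over 0.3 (SD 0.306).

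Signals below 32 made up 30.3% of the values, and the median standard error of a log2 change above the median signal was 0.187 in MV4-11 and 0.168 in MOLM-14. The fits were tested on simulated data with the spread of these arrays. A change of 1 on the log2 scale with the combination was recovered for 38.8% of 67 changed probe sets in MV4-11 and 43.3% in MOLM-14. For a change of 2, given to 66 probe sets, the shares were 81.8% and 83.3%. With the combination in the data, 4880 and 3253 probe sets had an adjusted p under 0.05. The simulations changed far fewer, so these shares may not carry over to the data.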

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

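The tests of a larger spread in MOLM-14, of a smaller response in MOLM-14 and of a raised DMSO level in MV4-11 were chosen only after the result was seen. The results below stood out either because the response differed between the lines in a test of the difference itself, or because a gene list passed as a whole with an estimated correlation. The paper discusses STAT5 and names DNA repair among the functions of the signature, and it gives no test of a gene list on the arrays.

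The response differed between the lines at 192 probe sets for ABT-869, 671 for SAHA and 3577 for the combination. Differences are given as MOLM-14 minus MV4-11 on the log2 scale. For ABT-869 they were 2.92 for IFIT2, 2.65 for IFIT3, 2.34 for TRIB3, 2.01 for ATF5, 1.83 for TM6SF1, −2.24 for MPEG1, −1.78 for MS4A4A, −2.12 for S100A8, −1.67 for PLAAT3, −1.62 for GLIPR1 and −3.46 for GSDMB. For SAHA they were 2.61 for TRIB3, 2.36 for EVPL, 1.78 for ATF5, 1.56 for SLC7A5, −1.30 for MNDA, −3.43 for ALDH4A1, −2.32 for MPO, −2.02 for ESCO2 and −1.09 for NANOS1. For the combination they were 2.90 for CHAC1, 3.61 for RGS1, 2.75 for ATF5, 2.26 for DIAPH3, 2.77 for TRIB3, 3.29 for ABTB1, 1.82 for FCRLA, −3.43 for TMEM201, −4.22 for ALDH4A1, −1.26 for MNDA, −3.84 for CDC25A, −1.97 for MPO, −2.10 for MCM4, −3.03 for FOXRED2 and −3.04 for CRTC1. Mean signals under 32 enter the values of at least GSDMB, CHAC1, DIAPH3, ABTB1, CDC25A and CRTC1, whose sizes are therefore not exact.

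Median differences of gene lists between the lines that passed with an estimated correlation were 0.62 (ATF4 and amino acid response) and −0.36 (monocyte and macrophage differentiation) for ABT-869. For SAHA they were −0.69 (DNA replication), 0.31 (STAT5 targets), 0.41 (ERK pathway feedback), 0.90 (ATF4 and amino acid response) and 0.35 (interferon-induced genes). For the combination they were −0.84 (DNA replication), 1.02 (mitosis), 0.67 (STAT5 targets), −0.65 (MYC and ribosome biogenesis), 0.90 (ATF4 and amino acid response), 1.34 (HDAC inhibitor response) and 0.51 (interferon-induced genes). Against DMSO, the lists that passed were, by median log2 change, the ATF4 list with ABT-869 (−0.90), SAHA (−0.99) and the combination (−1.23) in MV4-11, mitosis with SAHA (−0.45) and the combination (−1.39), monocyte differentiation with SAHA (0.49), and cholesterol biosynthesis (−0.98), homologous recombination and the Fanconi pathway (−0.36) and STAT5 targets (−0.69) with the combination in MV4-11, and cholesterol biosynthesis with ABT-869 in MOLM-14 (−0.45).

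In 100 splits of the DMSO and treated arrays within the lines, the true one included, as many probe sets differed between the lines in 5 for ABT-869 (highest other 383), in 3 for SAHA (highest other 741) and in 1 for the combination (highest other 2778). For ABT-869 the other 4 splits that reached 192 all kept the true groups of MV4-11. The other 2 that reached the 671 of SAHA kept those of MOLM-14. Such splits still held the real response of a line, so their share cannot decide whether chance gave the 192 or the 671. Splits that kept the true groups of neither line gave at most 2 for ABT-869 and at most 3 for SAHA and the combination.

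Fewer probe sets passed for ABT-869 in MOLM-14 than in MV4-11 (9 and 248). A larger spread between MOLM-14 arrays was argued against by the median standard error, 0.168 in MOLM-14 and 0.187 in MV4-11, and an odd DMSO array by the 6 probe sets left without MOLM-14 DMSO replicate 3. A smaller response in MOLM-14 cannot be told apart from other explanations here. The ATF4 list differed between the lines (median 0.62, p = 2.81e-06 with an estimated correlation), but it was picked after the result was seen, for the lowest p, so it cannot support that explanation. The ERK list went the other way, lower in MOLM-14 by 0.18 in the median (adjusted p = 0.26). Both lines received 3 nM of ABT-869 for the arrays, while in its colony assays the paper gave MOLM-14 a higher dose than MV4-11. An effect of the dose was not tested.

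Genes of the ATF4 and amino acid response were lower in all 3 treated groups of MV4-11. A single DMSO array was argued against by the median for ABT-869 nearest 0 with 1 DMSO array left out, −0.83, and the scaling by the median under quantile normalization, −0.92. A raised level in the shared DMSO cultures could give the same pattern, and it cannot be told apart here, since the combination was only 0.237 below the lower single drug.

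Most probe sets of the core gene signature, 176 of 240, were at or below the median signal. Noise of dim probe sets may account for this part, since 22 of 100 regroupings of the arrays, the true one included, gave as many (random median 154, highest 226). No random regrouping reached the other 64 (random median 4, highest 62).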

How the results depend on the processing

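No tests were chosen only after the result was seen. Leaving out 4 of the arrays that stood apart was a setting chosen after seeing the data. No call on a named gene or a gene list turned to the opposite direction, while the balance of rises and falls turned in several counts. Below, numbers are probe sets passing, and unless a reason is given the cause was not tested.

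For ABT-869 against DMSO in MV4-11 (248), limma-trend gave 397, a replicate block 90, 1 fit over all 24 arrays 419 and only the groups compared 0. In MOLM-14 (9), the same settings gave 38, 2, 19 and 0, dim probe sets left out 17, a floor of 32 gave 21 and the 4 arrays left out 0. For SAHA in MV4-11 (553), the replicate block gave 315 and only the groups compared 114, and in MOLM-14 (957) the latter gave 0. For the combination, only the groups compared gave 688 in MV4-11 (1775) and 0 in MOLM-14 (1008). For the combination against ABT-869, only the groups compared gave 2 in MV4-11 (694) and 679 in MOLM-14 (1433), and in MV4-11 the replicate block gave 458 and the 4 arrays left out 422. A fit of only the groups compared has fewer arrays to estimate the spread. For the combination against SAHA in MV4-11 (201), dim probe sets left out gave 307, limma-trend 363, the replicate block 54, 1 fit over all arrays 392, only the groups compared 0 and a floor of 32 gave 314. In MOLM-14 (8), these gave 25, 46, 0, 47, 2 and 35, centred arrays 69 and the 4 arrays left out 0.

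For the departure from additivity in MV4-11 (12), quantile normalization gave 21, centred arrays 0, dim probe sets left out 374, limma-trend 504, the replicate block 0, 1 fit over all arrays 358, a floor of 32 gave 496 and the 4 arrays left out 0. In MOLM-14 (7), dim probe sets left out gave 1, limma-trend 2, the replicate block 0, 1 fit over all arrays 2, a floor of 32 gave 14 and the 4 arrays left out 0. For the difference between the lines with ABT-869 (192), centred arrays gave 97, dim probe sets left out 628, limma-trend 594, the replicate block 86 and a floor of 32 gave 713. With SAHA (671), these gave 407, 1828, 1601, 346 and 1666, and with the combination (3577) dim probe sets left out gave 5669.

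PTP4A3 with the combination was −1.54 (adjusted p = 0.0575) in MV4-11 and −1.09 (adjusted p = 0.175) in MOLM-14 with only the groups compared. The 2-fold lists fell with dim probe sets left out, a floor of 32 and an added adjusted p, by construction, to 906, 1527 and 248 for ABT-869, 997, 1606 and 553 for SAHA and 2213, 3059 and 1775 for the combination in MV4-11, and to 443, 487 and 9, 1334, 1632 and 957, and 1275, 1558 and 1008 in MOLM-14. The core gene signature (240) was 64, 85 and 35 under these settings, 1767 with 1.5-fold for the combination and 0 where the combination had to differ from each drug (limma), as was the number of Table 1 probe sets meeting the rule (8). Of 55 list results past the preset correlation, 10 passed with an estimated correlation.

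With 1 array left out, the totals ranged in MV4-11 from 102 to 233 for ABT-869, 305 to 526 for SAHA, 66 to 176 for the combination against SAHA and 0 to 15 for additivity. In MOLM-14 they ranged from 0 to 15 for ABT-869, 394 to 1011 for SAHA, 604 to 1241 for the combination, 0 to 22 for the combination against SAHA and 0 to 13 for additivity. The differences between the lines ranged from 94 to 194 for ABT-869 and 273 to 762 for SAHA, and PTP4A3 in MOLM-14 from −1.38 to −0.90. Within 1.5 times the total were the combination in MV4-11 (1371 to 1739), the combination against ABT-869 (519 to 641 and 1130 to 1430), the difference between the lines for the combination (2713 to 3697), the core gene signature (220 to 328) and the Table 1 probe sets meeting the rule (6 to 10), and PTP4A3 in MV4-11 kept its call (−1.71 to −1.33). The members of the core gene signature changed more than its size. Of the 240, 137 to 214 remained with 1 array left out and 67 without 4 of the arrays that stood apart.

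The share of rises moved by over 10 points with centred arrays for ABT-869 (49 rises and 170 falls, before 102 and 146), SAHA (347 and 148, before 323 and 230) and the combination against ABT-869 (473 and 227, before 282 and 412) in MV4-11. It also moved for the differences between the lines with ABT-869 (76 and 21, before 106 and 86), SAHA (338 and 69, before 327 and 344) and the combination (852 and 1652, before 1713 and 1864). For additivity in MV4-11 (8 and 4) the numbers were 11 and 10 under quantile normalization and 140 and 234 with dim probe sets left out, and in MOLM-14 (6 and 1) they were 6 and 2 and 1 and 0 in that order, and 5 and 2 with centred arrays. For the combination against SAHA in MOLM-14 (5 and 3) they were 3 and 7 under quantile normalization, 8 and 17 with dim probe sets left out and 9 and 60 with centred arrays, so that falls led.

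Of the single probe sets named, 126 kept their call with centred arrays (1 lost), 125 under quantile normalization (2 lost), 126 with a floor of 32 (1 lost), 105 with the replicate block (22 lost), 104 without the 4 arrays (23 lost) and 39 with only the groups compared (88 lost). With each array left out in turn, 1270 such calls were kept, 253 lost and 1 gained. Of list results, 121 kept theirs under quantile normalization, 121 with the replicate block (5 lost), 106 with fry and 114 with the mean of all probe sets. Replicate numbers were shared between groups, and deviations of arrays with the same number correlated above 0.1 in 1 of 18 pairs in MV4-11 and 6 of 18 in MOLM-14, with 9 of 24 arrays closest to their own number, so the numbers were not taken to pair the arrays. Signals near background limit the dim probe sets.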

Differences from the paper's values

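No tests were chosen only after the result was seen in this part. The mean folds of the 23 probe sets of Table 1 all lay within 0.13 of the column in the paper, and none differed from it by the replicate spread under any of the 17 settings. The paper places PRL-3 among the leading lower genes. By mean fold, PTP4A3 was number 10 of the 16 lower probe sets (8 in MV4-11, 12 in MOLM-14), although it was lower in both lines. The paper describes the genes of Table 1 as changed by the combination and not by the single drugs. By the same 2-fold rule 8 of the 23 met this in both lines, and 12 were at least 2-fold with a single drug in a line, while all 23 had the direction of the table in both lines. With 1.5-fold for the combination 11 met it, and with centred arrays 11.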

Other observations

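No tests were chosen only after the result was seen in this part. S100A8 and S100A9, calcium-binding proteins of myeloid cells, rose with each drug alone in MV4-11 but less, or not, with the combination. Their departures from the sum of the single effects were −3.38 and −2.57 (adjusted p = 0.0204 and 0.0448 from limma), and those of ACP3 and ALDH1A3 −2.43 and −1.90. TRIB3, CEBPB, WARS1 and BATF3 stood above the sum, with departures of 2.06, 1.86, 1.62 and 1.83. With ABT-869, SAHA and the combination, TRIB3 changed by −2.52, −2.66 and −3.11 and CEBPB by −1.61, −1.48 and −1.23. A raised level in the DMSO cultures of MV4-11 would also put genes above the sum, and it cannot be told apart here. In MOLM-14, GSDMB departed from the sum (adjusted p = 0.043), by a size that rests on a signal of 12.87 with ABT-869, too dim for an exact value. These genes were chosen after their values were seen.

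In MV4-11, 8 probe sets were above the sum and 4 below it (4512 with an unadjusted p under 0.05), and in MOLM-14 6 and 1 (4056), and none passed in both lines with the same sign. The MV4-11 total of 12 became 0 without DMSO replicate 1 or 2, ABT-869 replicate 2, SAHA replicate 1, or combination replicate 1 or 2, 1 without DMSO replicate 3, ABT-869 replicate 3 or SAHA replicate 2, 6 without ABT-869 replicate 1 and 7 without combination replicate 3. The MOLM-14 total of 7 became 0 without DMSO replicate 3, 1 without combination replicate 1, 2 without ABT-869 replicate 1, 3 without DMSO replicate 2, ABT-869 replicate 2, or SAHA replicate 2 or 3, and 13 without SAHA replicate 1. In 100 random regroupings, 1 in MV4-11 (highest other 4) and 2 in MOLM-14 (highest other 7079, the regrouping that separates the SAHA-treated arrays) gave as many. For the size of the core gene signature, 3 of 100 did (highest other 263).

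Against SAHA, the combination was higher for 41 and lower for 160 probe sets in MV4-11, and higher for 5 and lower for 3 in MOLM-14. The 201 became 132 without DMSO replicate 2, 107, 66 or 86 without SAHA replicate 1, 2 or 3, and 92 without combination replicate 1. The 8 became 3 without DMSO replicate 2 or combination replicate 3, 1 without DMSO replicate 3, 5 without ABT-869 replicate 2, 22 without SAHA replicate 2, and 0 without SAHA replicate 3 or combination replicate 1. Against ABT-869, it was higher for 282 and lower for 412 in MV4-11, and higher for 922 and lower for 511 in MOLM-14. The splits of 6 arrays are too few for a share under 0.05, with 1 of 10 as large for each comparison. In MV4-11 the values and highest others were 248 and 4 (ABT-869), 553 and 6 (SAHA), 1775 and 0 (combination), 694 and 1 (against ABT-869) and 201 and 4 (against SAHA), and in MOLM-14 9 and 2, 957 and 2, 1008 and 2, 1433 and 2, and 8 and 3.

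Of the lists not given beside the paper, 7 of 19 genes of MYC and ribosome biogenesis rose with the combination in MV4-11, with POLR1A at 1.19 (11 higher when adjusted over the list alone, adjusted p = 1.08e-06 from camera, and adjusted p = 0.103 with an estimated correlation). Of 27 proteasome subunits 3 rose there, with PSMD2 at 1.08 (7 higher when adjusted over the list alone, adjusted p = 0.000265 from camera, and adjusted p = 0.204 with an estimated correlation). Of 19 glycolysis genes 1 rose and 4 fell, with ALDOC at −2.14 (2 higher and 4 lower when adjusted over the list alone, adjusted p = 0.00764 from camera, and adjusted p = 0.396 with an estimated correlation). Of 32 interferon-induced genes 2 rose and 8 fell in MV4-11 (5 higher and 9 lower when adjusted over the list alone, adjusted p = 0.0351 from camera, and adjusted p = 0.26 with an estimated correlation), and 6 rose and 1 fell in MOLM-14, with IFI6 at 2.06 (10 higher and 5 lower when adjusted over the list alone, adjusted p = 0.0748 from camera). Of 15 KRAB zinc finger genes 4 fell in MOLM-14, with ZNF100 at −0.96 (5 lower when adjusted over the list alone, adjusted p = 0.000769 from camera, and adjusted p = 0.0601 with an estimated correlation). Of 18 genes of the BCL2 family and IAPs 3 rose and 3 fell in MV4-11, with BAX at 0.93 and BIRC5 at −1.29 (3 higher and 5 lower when adjusted over the list alone, adjusted p = 0.345 from camera). Of 13 heat shock proteins 4 rose and 1 fell in MV4-11, HSPA5 at −0.63 (4 higher and 3 lower when adjusted over the list alone, adjusted p = 0.187 from camera).

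Of 17 genes of ERK pathway feedback none passed limma with ABT-869 in MOLM-14, where 11 were lower and 1 higher at an unadjusted p under 0.05 (11 lower when adjusted over the list alone, adjusted p = 5.85e-09 from camera, and adjusted p = 0.0529 with an estimated correlation), and with the combination DUSP6 was at 1.27 and EGR3 at −2.21. The EGR1 probe set that passed with ABT-869 in MOLM-14 (−1.33) was not among the probe sets that stood for the genes of this list, none of which passed. Of 11 histone deacetylase genes, HDAC9 fell with the combination in MV4-11 (−1.05, 2 higher and 4 lower when adjusted over the list alone). Of 18 neuronal genes 2 fell there (2 lower when adjusted over the list alone), among them DPYSL3 (−1.33), and of 6 erythroid markers EPB42 did (−2.25, 1 lower when adjusted over the list alone). None of 9 T cell and 7 B cell markers passed limma with the combination in MV4-11, with 0 at an unadjusted p under 0.05 and 0 when adjusted over the list alone.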
